# Transcription factor Zbtb1 interacts with bridging factor Lmo2 and maintains the T-lineage differentiation capacity of lymphoid progenitor cells

**DOI:** 10.1016/j.jbc.2022.102506

**Published:** 2022-09-17

**Authors:** Maria Koizumi, Yuichi Kama, Ken-ichi Hirano, Yusuke Endo, Tomoaki Tanaka, Katsuto Hozumi, Hiroyuki Hosokawa

**Keywords:** hematopoietic stem cell, hematopoiesis, lymphocyte, T-cell, cell differentiation, gene regulation, transcription factor, Zbtb1, Lmo2, BM, bone marrow, ChIP-seq, chromatin immunoprecipitation followed by deep sequencing, DEG, differentially expressed gene, DN, double-negative, GO, Gene Ontology, HPC, hematopoietic progenitor cell, HSC, hematopoietic stem cell, HSPC, hematopoietic stem and progenitor cell, ILC, innate lymphoid cell, LP, lymphoid progenitor, sgRNA, single-guide RNA, TPM, transcripts per kilobase million

## Abstract

Hematopoietic stem and progenitor cells can differentiate into all types of blood cells. Regulatory mechanisms underlying pluripotency in progenitors, such as the ability of lymphoid progenitor cells to differentiate into T-lineage, remain unclear. We have previously reported that LIM domain only 2 (Lmo2), a bridging factor in large transcriptional complexes, is essential to retain the ability of lymphoid progenitors to differentiate into T-lineage. However, biochemical characterization of Lmo2 protein complexes in physiological hematopoietic progenitors remains obscure. Here, we identified approximately 600 Lmo2-interacting molecules in a lymphoid progenitor cell line by two-step affinity purification with LC-MS/MS analysis. Zinc finger and BTB domain containing 1 (Zbtb1) and CBFA2/RUNX1 partner transcriptional corepressor 3 (Cbfa2t3) were found to be the functionally important binding partners of Lmo2. We determined CRISPR/Cas9-mediated acute disruption of *Zbtb1* or *Cbfa2t3* in the lymphoid progenitor or bone marrow–derived primary hematopoietic progenitor cells causes significant defects in the initiation of T-cell development when Notch signaling is activated. Our transcriptome analysis of *Zbtb1*- or *Cbfa2t3*-deficient lymphoid progenitors revealed that *Tcf7* was a common target for both factors. Additionally, ChIP-seq analysis showed that Lmo2, Zbtb1, and Cbfa2t3 cobind to the *Tcf7* upstream enhancer region, which is occupied by the Notch intracellular domain/RBPJ transcriptional complex after Notch stimulation, in lymphoid progenitors. Moreover, transduction with *Tcf7* restored the defect in the T-lineage potential of *Zbtb1*-deficient lymphoid progenitors. Thus, in lymphoid progenitors, the Lmo2/Zbtb1/Cbfa2t3 complex directly binds to the *Tcf7* locus and maintains responsiveness to the Notch-mediated inductive signaling to facilitate T-lineage differentiation.

T-cell development is initiated by Notch signaling when prethymic lymphoid progenitors (LPs) migrate into the thymus (1, 2, 3). LPs express Notch receptors, Notch1 and Notch2, on their surface, and the thymic epithelial cells provide a Notch-ligand, Delta-like 4 (DLL4), to trigger the T-lineage developmental program (4, 5, 6, 7, 8). The dominant roles of Notch signal in the initiation of T-lineage program have been well studied using *in vitro* T-cell culture systems with conditional or CRISPR/Cas9-mediated disruption of Notch receptors (4, 9, 10). The similarities in the gene expression profiles of *in vitro* generated T progenitors and their *in vivo* counterparts have been validated *via* transcriptomic analysis (11, 12). Notch-dependent progression of T progenitor stages is regulated by the timely activation and repression of transcription factors (10, 13, 14). Transcription factor 7 (*Tcf7*, encoding the TCF1 protein) and GATA-binding protein 3 (*Gata3*) are the earliest Notch target genes that act as crucial regulatory transcription factors for T-cell specification in the thymus (15, 16, 17, 18).

Hematopoietic stem cells (HSCs) are maintained in the bone marrow (BM) and can differentiate into all types of blood cells. HSCs gradually differentiate into hematopoietic progenitor cells (HPCs) with a limited differentiation potential. LPs (or lymphoid-primed multipotent progenitors) retain the capacity to give rise to not only lymphoid lineage but also myeloid lineage cells (19). A small portion of LPs in the BM migrate into the thymus and become T cells. While the biochemical characteristics of transcription factors in differentiated hematopoietic cells have been extensively examined (20, 21, 22, 23, 24, 25), those in physiological LPs, especially those responsible for maintaining the T-lineage potential, remain elusive. One of the greatest difficulties in handling LPs is their rarity *in vivo*. In addition, recent advances in single-cell multiomics approaches combined with lineage tracing have clearly indicated that HPCs are highly heterogeneous (26, 27). To overcome these problems, LP cell lines derived from EBF transcription factor 1 (*Ebf1*)–deficient HSCs have been established by several different groups (28, 29, 30, 31). *Ebf1*-deficient LP cells are not transformed cells and can be maintained under B-cell conditions with monolayers of stromal cells. They have homogeneous properties of LPs and their ability to differentiate into T-lineage *via* Notch stimulation *in vivo* and *in vitro* (30, 31).

LIM domain only 2 (Lmo2) organizes large transcriptional complexes with basic helix-loop-helix (bHLH) and GATA family members and others in hematological tumors (32, 33). Lmo2 is highly expressed in HSCs and HPCs, and is sharply downregulated in the early stages of T-cell development in the thymus (34). Dysregulation of Lmo2 expression induces T-cell acute lymphoblastic leukemia (35, 36). Reprogramming of hematopoietic stem and progenitor cells (HSPCs) from differentiated blood cells or fibroblasts is induced by the transient expression of combinations of several transcription factors, including Lmo2 (37, 38). These results suggest that Lmo2 is essential for the HSPC reprogramming and is involved in maintaining the pluripotency of HSPCs (39). However, the biochemical characteristics of Lmo2 in physiological HPCs remain unclear.

In our attempt to establish *Ebf1*-deficient LP cell lines, we unexpectedly established LP cell lines with or without T-lineage potential and found Lmo2 to be a transcription factor that is essential for maintaining the potential of LPs to differentiate into T-lineage (31). LP cell lines without T-lineage potential have significantly low *Lmo2* expression, and the ability to differentiate into T cell is abrogated by the disruption of *Lmo2* in LP cell lines with T-lineage potential. In LPs, Lmo2 directly binds to the *Tcf7* locus, one of the earliest Notch target genes, and maintains a poised chromatin configuration for the appropriate activation of *Tcf7*, when Notch signaling is provided (31).

In this study, we performed the proteomics analysis of Lmo2 protein complexes in *Ebf1*-deficient LP cell lines. In addition to previously reported Lmo2-interacting molecules, such as Cbfa2t3, in blood tumors, Zbtb1 is a potential DNA-binding subunit of the Lmo2 complex in LPs. CRISPR/Cas9-mediated deletion of *Zbtb1* or *Cbfa2t3* in *Ebf1*-deficient LPs induced an acute loss of the ability to differentiate into T-lineage cells. Zbtb1 and Cbfa2t3 bound to the upstream region of the *Tcf7* locus, which is co-occupied by Lmo2, and *Zbtb1*- or *Cbfa2t3*-deficient LPs showed decreased *Tcf7* expression. Transduction of *Tcf7* restored the T-lineage differentiation potential of *Zbtb1*-deficient LPs. Finally, we confirmed that the acute disruption of *Zbtb1* or *Cbfa2t3* in BM-derived primary HPCs resulted in a significantly decreased T-lineage potential. Taken together, we identified a novel Lmo2 binding partner, Zbtb1, and demonstrated functional importance of Zbtb1 and Cbfa2t3 in retaining the ability of LPs to differentiate into T-lineages.

## Results

### Zbtb1 is a novel interacting molecule of Lmo2 in LPs

Lmo2 acts as a bridging factor in large transcriptional complexes with transcription factors and chromatin remodeling-related factors (32, 33). To dissect the molecular mechanisms involved in the Lmo2-mediated maintenance of T-lineage potential in LPs, we performed proteomic analysis of Lmo2-interacting molecules. We took advantage of a highly tractable *Ebf1*-deficient LP cell line that retains its potential to differentiate into T-lineage by Notch stimulation *in vivo* and *in vitro* (31). *Ebf1*-deficient LPs were transduced with Myc- and Flag-tagged Lmo2 and subjected to two-step affinity purification followed by SDS-PAGE and silver staining (Fig. 1*A*). Analysis by LC-MS/MS identified more than 600 Lmo2-interacting molecules in physiological LPs, including the previously reported components of Lmo2 complexes in hematological cancer cell lines, Lyl1, Tal1, Ldb1, Tcf12, Tcf3, and Cbfa2t3 (also known as ETO2 or MTG16) (Fig. 1*B* and Table S1) (32, 33). Another member of the ETO family, Cbfa2t2 (MTGR1), was also identified with a relatively lower enrichment score (Fig. 1*B* and Table S1). Gene ontology analysis of Lmo2-interacting molecules showed that the proteins involved in the regulation of transcription and chromatin remodeling were highly enriched (Fig. 1*C*). In addition to the previously reported Lmo2-interacting transcriptional corepressor, Cbfa2t3 (40, 41), the novel Lmo2-associating transcription factor, Zbtb1, is known to play important roles in hematopoiesis and T-cell development (42, 43, 44, 45). Their association with Lmo2 was repeatedly detected and had one of the highest signals in our mass spectrometry analyses (Fig. 1*B* and Table S1). The interactions between Lmo2 and Zbtb1 or Cbfa2t3 were validated *via* coimmunoprecipitation with immunoblotting in *Ebf1*-deficient LPs (Figs. 1*D* and S1*A*), and all three factors are coexpressed in primary common lymphoid progenitors (Fig. S1*B*) (34). Zbtb1 possesses the BTB domain and eight zinc finger domains. Among them, the six C-terminal zinc fingers of Zbtb1 could be involved in the interaction with Lmo2 (Fig. 1*E*). Thus, Zbtb1 and Cbfa2t3 may play important roles in Lmo2-mediated maintenance of T-lineage potential in LP cells.

**Figure 1:**
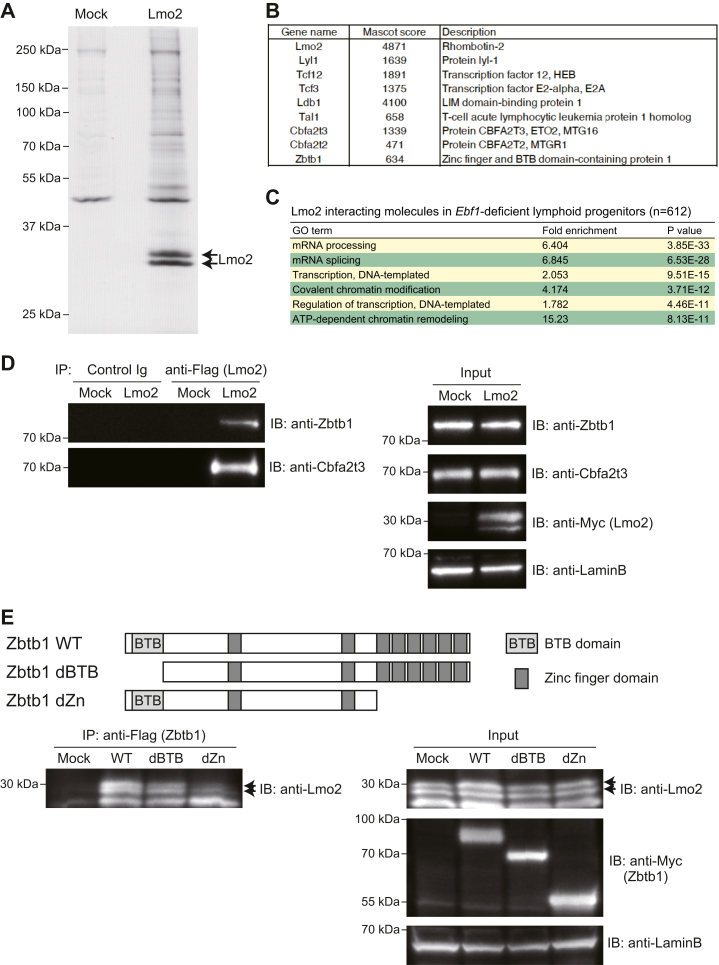
**Identification of Lmo2-interacting molecules in LPs.***A*, Myc- and Flag-tagged Lmo2 was retrovirally transduced into *Ebf1*-deficient LPs. Total extracts from Myc-Flag-Lmo2-expressing LPs were subjected to two-step affinity purification followed by SDS-PAGE and silver staining. All of the visible bands were subjected to mass spectrometry analysis. *B*, representative Lmo2-binding molecules in LPs are shown with Mascot scores. The full list of the Lmo2-binding molecules is shown in Table S1. *C*, Gene Ontology (GO) annotation was performed using the DAVID analysis tool (http://david.ncifcrf.gov/). Top six GO terms for Lmo2-interacting molecules in *Ebf1*-deficient LPs are shown. *D*, total extracts from Mock or Myc-Flag-Lmo2 transduced LPs were subjected to immunoprecipitation (IP) with mouse control Ig or anti-Flag mAbs followed by immunoblotting with anti-Zbtb1, or anti-Cbfa2t3 Abs. Nuclear lysates (input) were also subjected to immunoblotting with anti-Zbtb1, anti-Cbfa2t3, anti-Myc (Lmo2), and anti-LaminB Abs. *E*, Lmo2 and Myc-Flag-tagged Zbtb1 mutants (WT, dBTB, or dZn) were transiently transduced into 293T cells. Total extracts from Lmo2 and Zbtb1 transduced 293T cells were subjected to immunoprecipitation with anti-Flag mAb followed by immunoblotting with anti-Lmo2 mAb. Nuclear lysates (input) were also subjected to immunoblotting with anti-Lmo2, anti-Myc (Zbtb1), and anti-LaminB Abs. Data are representative of two (*D* and *E*) or three (*A*) independent experiments. LP, lymphoid progenitor.

### Zbtb1 is essential to retain the ability of LPs to differentiate into T-lineage

To verify whether Zbtb1 and Cbfa2t3 are involved in the maintenance of the T-lineage potential, we performed CRISPR/Cas9-mediated acute disruption of *Zbtb1* and *Cbfa2t3* in *Ebf1*-deficient LPs (22, 31). Cas9-GFP-transduced *Ebf1*-deficient LPs were infected with bicistronic retroviral vectors carrying single-guide RNAs (sgRNAs) against luciferase (control), *Lmo2*, *Zbtb1*, *Cbfa2t3*, or *Cbfa2t2* with human nerve growth factor receptor (hNGFR) marker. Specific losses of the targeted proteins were detected by immunoblotting in Cas9-expressing LPs, 4 days after sgRNA introduction (Fig. 2*A*). Five or ten days after sgRNA transduction, Cas9-GFP^+^sgRNA-hNGFR^+^ *Ebf1*-deficient LPs were provided Notch stimulation *via* transferring onto a OP9-DLL4 monolayer to examine their capacity to differentiate into the T-lineage (Fig. 2*B*). Notably, deletion of *Zbtb1* in *Ebf1*-deficient LPs slightly or significantly reduced cell recovery at 5 or 10 days post-sgRNA introduction (dpi), respectively, before Notch stimulation (Fig. S2, *A* and *B*). These results are agreed with previous reports showing the functional importance of Zbtb1 in preventing p53-mediated apoptosis in LPs (46, 47). Two days after DLL4-mediated Notch stimulation, the developmental status of sgRNA-transduced *Ebf1*-deficient LPs was scored using the markers, CD44 and CD25, which distinguish CD4^−^CD8^−^ (double-negative; DN) T progenitor stages (Fig. 2*B*, right) (2, 13). Deletion of *Zbtb1* severely impaired the progression of LPs into DN2 (CD44^+^CD25^+^) stage at 5 and 10 days after sgZbtb1 transduction. These results suggest that LPs sharply lost the T-lineage potential in 5 days after acute disruption of *Zbtb1*, whereas, in agreement with a previous report (31), deletion of *Lmo2* induced loss of ability to differentiate into T-lineage gradually, around 10 days (Figs. 2, *C*–*F* and S2, *C* and *D*). While *Cbfa2t2* disruption did not have a significant effect on the generation of CD25^+^ cells after Notch stimulation, *Cbfa2t3*-deficient LPs had modestly reduced DN2 cells at 5 dpi and were arrested at DN1 stage as well as *Lmo2*- or *Zbtb1*-deficient LPs at 10 dpi (Figs. 2, *C*–*F* and S2, *C* and *D*). Therefore, in addition to Lmo2, Zbtb1 and Cbfa2t3 would play a crucial role in the maintenance of T-lineage differentiation capacity triggered by Notch signaling in LPs with minor effects on the cell recovery (Fig. S2*A*), while expression levels of Notch1 and Notch2 in *Lmo2*-, *Zbtb1*-, or *Cbfa2t3*-deficient LPs were comparable with those of sgControl-transduced cells (Fig. S2*E*).

**Figure 2:**
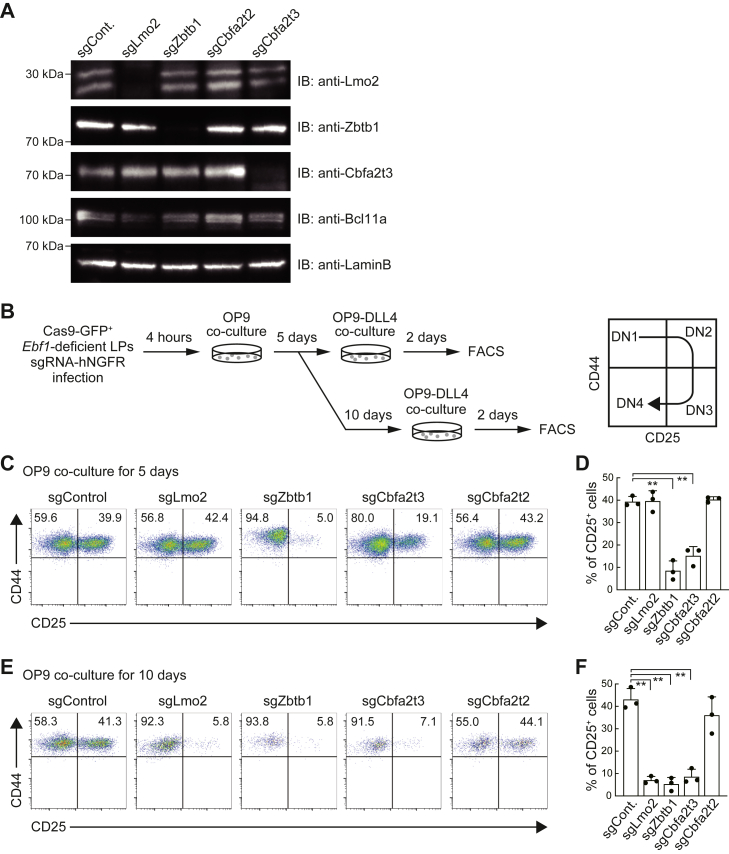
**Loss of *Zbtb1* and *Cbfa2t3* leads to the T-lineage differentiation arrest in LPs.***A*, specific depletion of targeted Lmo2, Zbtb1, and Cbfa2t3 proteins. sgRNA against *Lmo2*, *Zbtb1*, *Cbfa2t2*, or *Cbfa2t3* was introduced into the Cas9-expressing (GFP^+^) LPs. Four days after sgRNA transduction, nuclear lysates from retrovirus infected GFP^+^hNGFR^+^ cells were subjected to immunoblotting for Lmo2, Zbtb1, Cbfa2t3, Bcl11a, and LaminB. Two independent experiments were performed with similar results. *B*, an experimental scheme for the deletion of *Lmo2*, *Zbtb1*, *Cbfa2t3*, and *Cbfa2t2* using the CRISPR/Cas9 system in *Ebf1*-deficient LPs is shown. *C*, retroviral vectors encoding sgRNAs against luciferase (sgControl), *Lmo2* (sgLmo2), *Zbtb1* (sgZbtb1), *Cbfa2t3* (sgCbfa2t3), or *Cbfa2t2* (sgCbfa2t2) were introduced into Cas9-expressing (GFP^+^) LPs. Five days after sgRNA introduction, LPs were transferred onto OP9-DLL4 stromal cells and cocultured for 2 days. GFP^+^hNGFR^+^ sgRNA transduced cells were gated and analyzed for CD44 and CD25 expression. *D*, the percentage of CD25^+^ cells among GFP^+^hNGFR^+^ sgRNA transduced cells (*C*) is shown with standard deviation (SD). *E*, ten days after sgRNA introduction, LPs were transferred onto OP9-DLL4 stromal cells and cocultured for 2 days. GFP^+^hNGFR^+^ sgRNA-transduced cells were gated and analyzed for CD44 and CD25 expression. *F*, the percentage of CD25^+^ cells among GFP^+^hNGFR^+^ sgRNA transduced cells (*E*) is shown with SD. Data are representative of two (*A*) or three (*C* and *E*) independent experiments. Data represent the mean values of three independent biological replicates (*D* and *F*). ∗∗*p* < 0.01 by two-sided Student’s *t* test. LP, lymphoid progenitor; sgRNA, single-guide RNA.

### Zbtb1 regulates *Tcf7* expression levels in LPs

To explore Zbtb1 and Cbfa2t3 target genes, which are involved in the regulation of T-lineage potential, Cas9-GFP^+^sgRNA-hNGFR^+^ LPs were sorted for transcriptome analysis (QuantSeq 3′ mRNA sequencing) at 5 days post sgRNA transduction, where the *Zbtb1* disruption had little impact on cell recovery (Fig. 3*A*). 

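The QuantSeq data came from *Ebf1*-deficient LPs, a mouse lymphoid progenitor line that keeps the ability to enter the T lineage after Notch stimulation. Cells with Cas9 received a pool of 2 sgRNAs against *Lmo2*, *Zbtb1*, *Cbfa2t2* or *Cbfa2t3*, or against luciferase (sgControl), and were sorted 5 days later. Each of these 5 conditions had 3 biological replicates, which made 15 libraries. QuantSeq sequences each mRNA near its 3′ end, so the number of reads does not grow with the length of the transcript. The authors mapped the reads to mm10 and deposited, for each gene and library, the share of the library's reads on a scale with the same total in every library, which the paper calls TPM. Within each library, low values of genes of any length were multiples of the same step, and whole reads were recovered for 100% of the values. The recovered reads added up to between 1705416 and 2095447 per library, with a median of 1721953 in sgControl, 1825417 in sgLmo2, 2036591 in sgZbtb1, 2070291 in sgCbfa2t2 and 1805233 in sgCbfa2t3. The smallest amount taken as measurable, 3 reads, was worth 1.43 to 1.76 TPM, a floor that covers counting error only. Of 55421 genes, 18602 had a value above 0 in at least 1 library. The 11554 genes with a mean above 1 TPM over the 15 libraries were tested with limma, with a trend of the variance on the mean, on log2(TPM + 1) in one fit of all libraries. Log2 fold changes are on that scale, which understates the change of weakly expressed genes, and adjusted p-values are two-sided with Benjamini-Hochberg adjustment. Across genes, which are not independent replicates, Pearson's r of the log2 values was 0.957 to 0.967 over the 15 pairs of replicates within conditions. Replicates differed by more than the sampling noise, with a chi-square of 2.23 to 3.62 per degree of freedom.

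The mRNA of each targeted gene was read in every library. *Zbtb1* mRNA was at 94.4, 113.3 and 109.0 TPM in the 3 libraries labelled sgZbtb1 and between 50.1 and 83.1 TPM in the others. Its log2 fold change against sgControl was 0.77 (standard error 0.16, limma adjusted p = 0.00102). *Cbfa2t3* mRNA was at 349.8 ± 12.9 TPM (SD, n = 3) in the libraries labelled sgCbfa2t3 and 190.2 ± 18.7 TPM (SD, n = 3) in sgControl, a log2 fold change of 0.88 (standard error 0.11, limma adjusted p = 1.67e-07). *Cbfa2t2* mRNA was at 21.9 ± 4.85 TPM in the libraries labelled sgCbfa2t2 and 11.8 ± 0.698 TPM in sgControl (SD, n = 3 each), a difference that did not pass the adjusted threshold (limma adjusted p = 0.412). *Lmo2* mRNA was at 8.48, 24.4 and 15.9 TPM in the libraries labelled sgLmo2, which overlapped the 15.8 to 23.2 TPM in sgControl (limma adjusted p = 0.956). None of the 4 targeted mRNAs was thus depleted beyond the spread of the replicates under its own sgRNA. Those of *Zbtb1* and *Cbfa2t3* were higher. A cut that removes a protein need not lower its mRNA, so these values cannot decide whether the labels are right. The conditions are therefore named as the libraries labelled with each sgRNA. *Ebf1* mRNA was at 336 ± 30.5 TPM (SD, n = 3) in sgControl and between 217 and 287 TPM on average in the other conditions, so that reads near the 3′ end do not show the *Ebf1* deficiency after which the line is named. The paper reports the loss of the targeted proteins by immunoblotting (Fig. 2A), which mRNA values do not measure.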

Differentially expressed genes (DEGs) affected by the disruption of *Lmo2*, *Zbtb1*, *Cbfa2t2*, and *Cbfa2t3* were defined by *p* value <0.05, |Log2 fold change| >1 and average transcripts per kilobase million (TPM) >10 in the control or samples. 

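With these thresholds applied to the limma fit, the libraries labelled sgZbtb1 had 192 DEGs against sgControl, of which 33 were higher and 159 (82.8%) were lower. There were 76 DEGs in the libraries labelled sgCbfa2t3 (14 higher and 62 lower), 58 in those labelled sgCbfa2t2 (8 higher and 50 lower) and 27 in those labelled sgLmo2 (8 higher and 19 lower). The mRNA of *Zbtb1* and *Cbfa2t3* was higher, not lower, under its own sgRNA, which by itself does not decide whether the labels are right. At an unadjusted p under 0.05, without a fold change threshold, 2030 genes passed in sgZbtb1, 1224 in sgCbfa2t3, 1105 in sgCbfa2t2 and 653 in sgLmo2, where chance alone gives 577.7. With Benjamini-Hochberg adjustment over the 11554 genes in limma, 554 genes had an adjusted p under 0.05 in sgZbtb1 (214 higher and 340 lower), 62 in sgCbfa2t3 (15 higher and 47 lower), 17 in sgCbfa2t2 (3 higher and 14 lower) and 2 in sgLmo2. The adjusted threshold was passed by 141 of the 192 DEGs in sgZbtb1, 20 of the 76 in sgCbfa2t3, 2 of the 58 in sgCbfa2t2 and 1 of the 27 in sgLmo2. In 177 of the 192 sgZbtb1 DEGs, the 3 sgRNA libraries did not overlap the 3 sgControl libraries, and in 65, 49 and 24 DEGs in the libraries labelled sgCbfa2t3, sgCbfa2t2 and sgLmo2. Chance gives 10% of genes that were not chosen for a difference, so for DEGs this is no separate evidence. In simulated data without any change, 7 comparisons of the same size gave between 17 and 23 DEGs.

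The paper's rule, a two-sided test of the unlogged TPM of the 6 libraries with the log2 ratio of the group means, gave 23 DEGs in sgLmo2, 44 in sgCbfa2t2 and 48 in sgCbfa2t3, all of them in Table S2. For sgZbtb1, sgCbfa2t3 and sgCbfa2t2 the counts moved most when the 9 libraries of the other gene-targeting sgRNAs took the place of sgControl. They became 84, 8 and 5 DEGs, of which 64, 2 and 2 were lower. Lower genes were thus no longer the majority in sgCbfa2t3 and sgCbfa2t2. For sgLmo2 the count ranged from 10 DEGs, with a mean above 10 TPM required over the 6 libraries, to 54 with a library left out, and was 48 with the 9 other libraries. The labels number the replicates 1 to 3 in every condition. Deviations from the group means had a mean correlation of 0.0279 between libraries with the same number and -0.0139 between libraries with different numbers. With the replicate number as a block, limma gave 709 genes with an adjusted p under 0.05 in sgZbtb1, 93 in sgCbfa2t3, 36 in sgCbfa2t2 and 14 in sgLmo2. The block cannot change a fold change in this design, and the DEGs stayed the same genes.

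Protein-coding genes were ranked if they had an adjusted p under 0.05, a mean above 10 TPM in either group and no overlap between the 3 libraries of each group. A gene chosen in this way is not reported here. Among those reported, *Syne2* rose most in the libraries labelled sgZbtb1, from 1.36 ± 1.87 to 14.8 ± 1.67 TPM (SD, n = 3 each). Its log2 fold change was 3.03 (standard error 0.60, limma adjusted p = 0.000411). *Cd163l1* fell most, from 19.0 ± 4.74 to 0.908 ± 1.17 TPM (SD, n = 3 each), with a log2 fold change of -3.54 (standard error 0.44, limma adjusted p = 1.58e-08). *Cdh1* fell from 38.2 ± 1.1 TPM in sgControl to 6.08 ± 0.648 TPM in sgZbtb1 and 13.2 ± 5.47 TPM in sgCbfa2t3 (SD, n = 3 each). *Ly6d* fell in the libraries labelled sgCbfa2t3 from 158 ± 26.1 to 57.9 ± 8.52 TPM (SD, n = 3 each), with a log2 fold change of -1.43 (standard error 0.15, limma adjusted p = 6.82e-10). The gene that fell in the libraries labelled sgLmo2 was *Irf8*, from 116 ± 4.74 to 57.0 ± 5.60 TPM (SD, n = 3 each), with a log2 fold change of -1.01 (standard error 0.13, limma adjusted p = 1.2e-06).

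**Figure D1:**
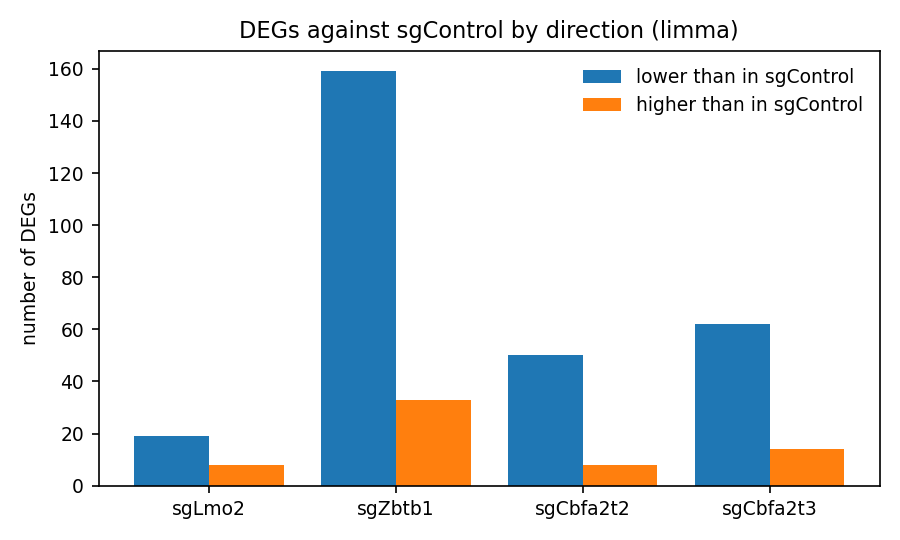
Number of DEGs in the libraries labelled with each gene-targeting sgRNA against sgControl (limma, 3 libraries per condition). Blue bars count genes that were lower and orange bars genes that were higher; sgZbtb1 had 159 lower and 33 higher.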

The number of DEGs in *Zbtb1* KO LPs, which had the most significant defect in T-lineage differentiation capacity among the samples, was 171, which was higher than that in *Lmo2*, *Cbfa2t2*, or *Cbfa2t3* KO cells (∼50 DEGs) (Table S2). Gene Ontology (GO) analysis showed that Zbtb1-regulated genes (171 DEGs in *Zbtb1* KO LPs) were enriched for genes categorized to “stem cell differentiation” and “cell differentiation” (Fig. 3*B*). We previously showed that *Tcf7* (encoding TCF1), the earliest Notch activated gene, is a functionally important Lmo2 target in LPs (31). Among Notch-dependent T-lineage signature genes in the earliest T progenitors (DN1-DN2a stages) (10), the expression levels of *Tcf7*, *Bcl11b*, and *Bcl11a* were decreased in *Zbtb1* or *Cbfa2t3* disrupted LP cells (Fig. 3*C*), while some deviations among replicates were observed because of their low expression levels in LPs without Notch signaling (TPM values for *Tcf7*; sgCont 3.78 ± 2.03 *versus* sgZbtb1 0.49 ± 0.01). 

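*Tcf7* (ENSMUSG00000000782) lies on the minus strand of chromosome 11 of mm10 from 52252371 to 52283014. Its 3 sgControl libraries were at 0.58, 5.21 and 2.35 TPM, which were 1, 9 and 4 reads, with a mean of 2.71 ± 2.34 TPM (SD, n = 3). The libraries labelled sgZbtb1 had 3, 1 and 1 reads, all at or under the floor, and a mean of 0.881 ± 0.687 TPM (SD, n = 3). With 1 of the sgControl libraries also under the floor, no fold is given. The log2 fold change was -0.83 (standard error 0.63, limma adjusted p = 0.537), and the exact two-sided permutation test of the 6 values gave p = 0.2, where 3 libraries against 3 cannot give less than 0.1. *Tcf7* in the libraries labelled sgCbfa2t3 was at 1.11 ± 0.960 TPM (SD, n = 3), a log2 fold change of -0.69 (standard error 0.63, limma adjusted p = 0.752, exact permutation p = 0.2). A decrease of *Tcf7* was thus not detectable beyond the replicate error at this depth. With each library left out in turn, the log2 fold change stayed between -1.34 and -0.35 in sgZbtb1 and between -1.20 and -0.22 in sgCbfa2t3. *Tcf7* in the libraries labelled sgLmo2 was at 1.26 ± 1.77 TPM (SD, n = 3; exact permutation p = 0.5). With replicates 2 and 3 alone, a choice made after the values were seen, sgControl was at 3.78 ± 2.03 TPM and sgZbtb1 at 0.48 ± 0.01 TPM.

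*Bcl11b* (ENSMUSG00000048251, chromosome 12, 107910403 to 108003602) was at 21.1 ± 2.91 TPM in sgControl and 5.26 ± 0.843 TPM in the libraries labelled sgZbtb1 (SD, n = 3 each). Its log2 fold change was -1.82 (standard error 0.36, limma adjusted p = 0.000453), and all 3 sgZbtb1 libraries were under all 3 sgControl libraries (exact permutation p = 0.1). With sgCbfa2t3 it was at 11.5 ± 5.15 TPM (SD, n = 3), a log2 fold change of -0.92 that did not pass the adjusted threshold (limma adjusted p = 0.334). In those labelled sgCbfa2t2 it was at 14.3 ± 9.33 TPM (SD, n = 3; limma adjusted p = 0.527), and in those labelled sgLmo2 at 25.3 ± 6.28 TPM. *Bcl11a* (ENSMUSG00000000861, chromosome 11, 24078056 to 24174123) was at 44.8 ± 10.9 TPM in sgControl and 25.0 ± 6.82 TPM in the libraries labelled sgZbtb1 (SD, n = 3 each), with a log2 fold change of -0.82 (standard error 0.24, limma adjusted p = 0.0264). With a library left out, that adjusted p reached 0.21. *Bcl11a* was at 27.3 ± 3.55 TPM in sgCbfa2t3 and 21.0 ± 5.11 TPM in sgLmo2 (SD, n = 3 each), with log2 fold changes of -0.68 and -1.05 (limma adjusted p = 0.237 and 0.11). Before adjustment, the limma p was 0.00565 in sgCbfa2t3 and 3.45e-05 in sgLmo2, against 0.000942 in sgZbtb1. The adjusted p depends on the other genes in each comparison, so it does not rank the fall of *Bcl11a* between sgRNAs. *Gata3* was at 33.9 ± 3.8 TPM in sgControl, 36.0 ± 10.4 TPM in sgZbtb1 and 29.5 ± 2.74 TPM in sgCbfa2t3 (SD, n = 3 each), differences within the replicate error. In the libraries labelled sgZbtb1 and sgCbfa2t3, the mRNA of the targeted gene itself was higher than in sgControl.

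Of the 22 genes in the heat map of Fig. 3C, 18 entered the fit. In the libraries labelled sgZbtb1, 8 were lower and 10 higher. *Lck*, *Thy1*, *Bcl11b* and *Bcl11a* fell and *Lyl1* rose with a limma adjusted p under 0.05 over all genes, and adjustment over the list alone added *Myc* and *Erg*, which rose, for 7 genes in all. With sgCbfa2t3, 7 were lower and 11 higher. There, *Thy1* alone passed over all genes, and 5 genes passed over the list, of which *Thy1*, *Bcl11b* and *Bcl11a* fell and *Lyl1* and *Hes1* rose. *Hes1* was at most at the floor in sgControl and at 5.01 ± 3.18 TPM (SD, n = 3) in the libraries labelled sgCbfa2t3. By the means this was at least 2.87-fold higher. It rests on 10, 14 and 3 reads, the last at the floor, and over all genes the limma adjusted p was 0.144. With sgLmo2 no gene of the list passed over all genes, 1 (*Bcl11a*) passed over the list, and 2 had an unadjusted p under 0.05. In those labelled sgCbfa2t2 none passed either adjustment, and 3 had an unadjusted p under 0.05.

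**Figure D2:**
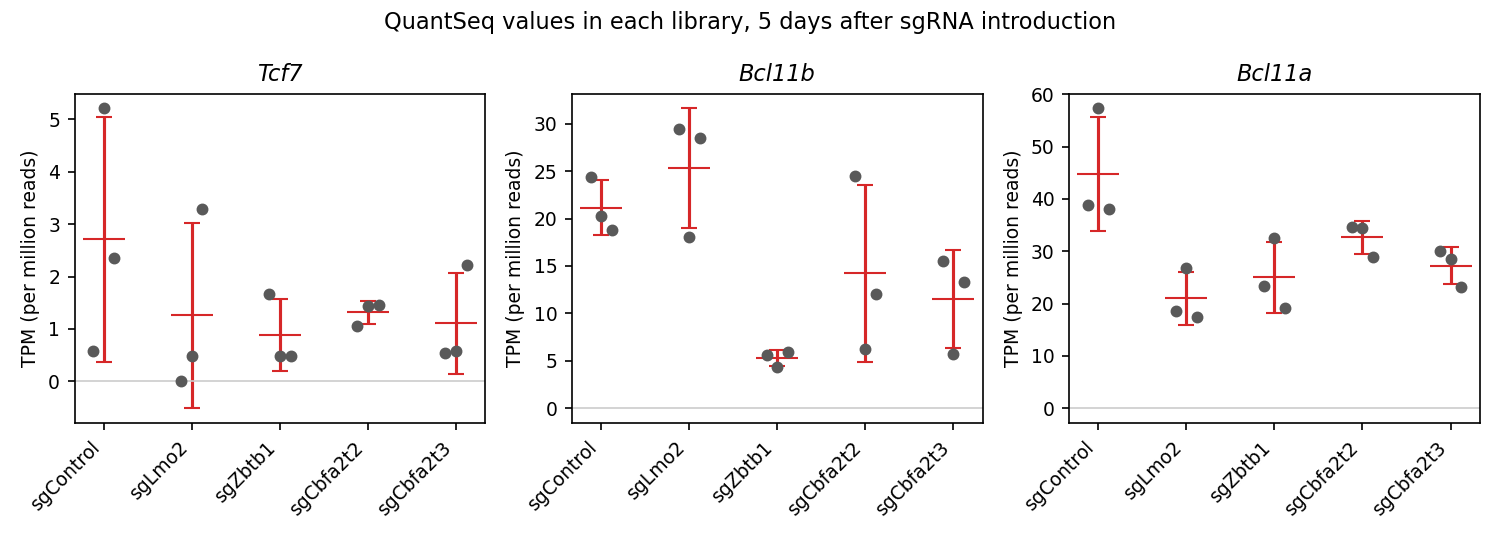
TPM of *Tcf7*, *Bcl11b* and *Bcl11a* in each library by condition, 5 days after sgRNA introduction. Points are the 3 libraries of a condition, and red lines are the mean and SD; *Tcf7* in sgControl spans 0.58 to 5.21 TPM, and *Bcl11b* is lowest in the libraries labelled sgZbtb1.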

We confirmed these observations *via* reverse transcription-quantitative PCR analysis. Among two of the earliest Notch target genes, *Tcf7* and *Gata3* (Fig. S1*B*), the expression levels of *Tcf7* were significantly decreased by the acute deletion of *Zbtb1* or *Cbfa2t3* but levels of *Gata3* were not affected (Fig. 3*D*). *Bcl11b*, which is activated at the later time point around the transition from DN2a to DN2b stages after Notch stimulation (Fig. S1*B*), was downregulated in not only *Zbtb1*- and *Cbfa2t3*-deficient but also *Cbfa2t2*-deficient LPs. The other Bcl11 family gene, *Bcl11a*, which is highly expressed in LPs (Fig. S1*B*) and has been reported to regulate the survival of LPs (48), had slightly lower mRNA and protein expression levels in the *Zbtb1* KO LPs (Figs. 2*A* and 3*D*). These data, along with a previous report (31), demonstrate that *Tcf7* appears to be a functionally important common target gene of Zbtb1, Cbfa2t3, and Lmo2 on the T-lineage differentiation capacity of LPs.

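Of the 76 DEGs in the libraries labelled sgCbfa2t3, 37 (48.7%) were also DEGs in those labelled sgZbtb1, and all 37 changed in the same direction. Among the 8491 genes that passed the TPM threshold for both, the odds ratio was 50.6 (one-sided Fisher's exact test, p = 1.13e-41), which is a description, since both comparisons use the same 3 sgControl libraries. By the paper's rule, 20 DEGs were shared. Across 8648 genes, the log2 fold changes of the 2 comparisons had a Pearson's r of 0.59. With separate sgControl libraries, so fewer than 3 for each comparison, the median r was 0.26 (0.18 to 0.28). Fewer control libraries by themselves also lower r. Sharing was not particular to this pair. The libraries labelled sgCbfa2t2 shared 27 of their 58 DEGs with sgZbtb1 and 23 with sgCbfa2t3, the latter with an odds ratio of 104.0 and an r of 0.62, or a median of 0.20 with separate sgControl libraries. Those labelled sgLmo2 shared 7 DEGs with sgZbtb1 and 6 with sgCbfa2t3. When the libraries labelled sgZbtb1 and sgCbfa2t3 were compared with each other in limma, 130 genes had an adjusted p under 0.05, 95 lower and 35 higher in sgZbtb1. From the lower *Tcf7* in these cells by QuantSeq and RT-qPCR, together with its earlier report on Lmo2, the paper proposes that *Tcf7* is a target shared by Zbtb1, Cbfa2t3 and Lmo2 in LPs. The RT-qPCR values were not analysed here.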

**Figure 3:**
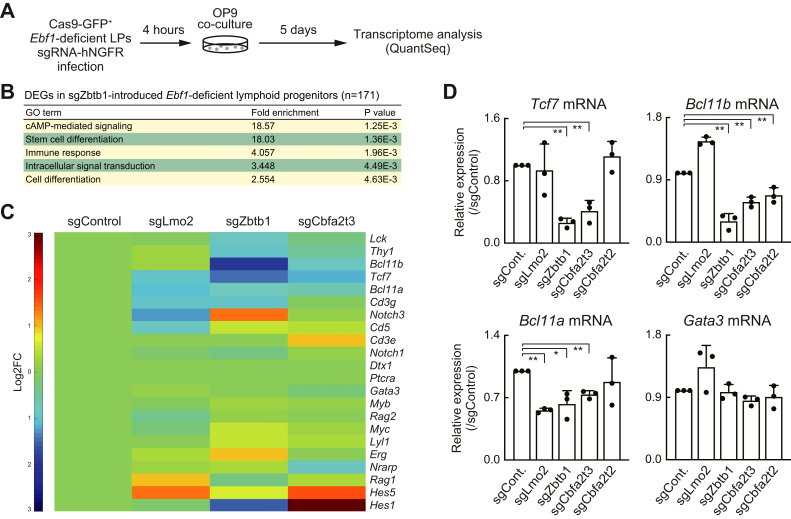
**Zbtb1 and Cbfa2t3 are involved in the regulation of *Tcf7* expression in LPs.***A*, experimental scheme for the transcriptome analysis is shown. Five days after sgRNA introduction, GFP^+^hNGFR^+^ LP cells were sorted, and subjected to QuantSeq 3′ mRNA sequencing. *B*, GO annotation was performed using the DAVID analysis tool. Top five GO terms for DEGs (*p* < 0.05, |log2FC| > 1, and TPM > 10) in sgZbtb1-introduced *Ebf1*-deficient LPs are shown. The full lists of the DEGs in *Lmo2*-, *Zbtb1*-, *Cbfa2t2*-, or *Cbfa2t3*-deficient LPs are shown in Table S2. Data are based on three independent biological replicates. *C*, heat map showing the expression changes of representative Notch-activated genes in pro-T cell stages (10) in response to the deletion of *Lmo2*, *Zbtb1*, or *Cbfa2t3*. Data are based on the average of three biological replicates. *D*, five days after sgRNA introduction, GFP^+^hNGFR^+^ LP cells were sorted (*A*). Relative expression levels of *Tcf7*, *Bcl11b*, *Bcl11a*, and *Gata3* against *Actb* were determined by RT-qPCR. The relative expression against sgControl-introduced cells is shown with SD. ∗∗*p* < 0.01, ∗*p* < 0.05 by two-sided Student’s *t* test. Data are based on three biological replicates. DEG, differentially expressed gene; GO, Gene Ontology; LP, lymphoid progenitor; sgRNA, single-guide RNA; TPM, transcripts per kilobase million.

### Zbtb1 binds to the upstream regions of the *Tcf7* locus

The Zbtb1-sensitive genes are regulated both directly and indirectly. Thus, we performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) for Zbtb1 and Cbfa2t3 in *Ebf1*-deficient LP cells and compared them with the Lmo2 occupancy genomic regions (31). 

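The ChIP-seq libraries were made from *Ebf1*-deficient LPs without Notch stimulation, with 2 biological replicates each for Zbtb1 and Cbfa2t3. In ChIP-seq, DNA fragments bound by a protein are pulled down with antibodies and sequenced, and places where reads pile up over an input control are called peaks. The authors mapped single reads of 75 bases to mm10 with Bowtie, called peaks with HOMER in its factor style against a matched input, kept those reproducible in both replicates by an IDR procedure, and required a normalized peak score of at least 15. They deposited 1 list per factor, with the position, the score and the nearest gene of each peak, so that the values carry no replicate error. Read depths are not part of the lists, so no smallest detectable signal can be given. The median score was 28.0 for Zbtb1 and 33.2 for Cbfa2t3. The lowest score was 15.0 in the Zbtb1 list and 20.6 in the Cbfa2t3 list. Peaks annotated to promoters made up 29.8% of the Zbtb1 and 12.7% of the Cbfa2t3 list. All peak ends lie within the chromosomes of GRCm38, the assembly behind mm10, from which sequences were read. Lmo2 and RBPJ peaks were not analysed here.

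Genes near peaks were compared with the DEGs. Of the 159 DEGs that were lower in the libraries labelled sgZbtb1, 62 (39.0%) were the nearest gene of a Zbtb1 peak, against 31.1% of the other 8232 genes (odds ratio 1.42, two-sided Fisher's exact test, p = 0.0379). Counting only peaks within 10 kb of the promoter removed the difference (odds ratio 0.969, p = 0.927, Fisher's exact test), whereas draws of genes matched on mean TPM gave a larger one (odds ratio 1.72, two-sided p = 0.0016 from 10000 random draws). Of the 33 that were higher, 12 (36.4%) had a Zbtb1 peak (odds ratio 1.26, Fisher's exact test, p = 0.573). Of the 62 DEGs that were lower in the libraries labelled sgCbfa2t3, 20 (32.3%) were the nearest gene of a Cbfa2t3 peak, against 23.0% of the others (odds ratio 1.60, Fisher's exact test, p = 0.0951). Within 10 kb of the promoter that odds ratio was 1.04 (Fisher's exact test, p = 0.855). The mRNA of both targeted genes was higher, not lower, in the libraries with these labels.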

Approximately 6000 of reproducible Zbtb1 and Cbfa2t3 binding peaks were detected across the genome, and the most enriched sequence was the Runx motif, which has been found around hematopoietic transcription factors, including Lmo2, E2A, PU.1, Bcl11b, or GATA3, occupancy sites (Fig. 4, *A* and *B*) (24, 31, 49, 50). 

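The lists hold 5898 and 6077 peaks, of which 5890 and 6070 lie on the main chromosomes. The Runx core TGTGGT, on either strand, was present in 41.3% of the 200 bp windows at the centres of Zbtb1 peaks and in 15.8% of windows 5 kb to each side, 2.62 times the background share (Fisher's exact test, p = 5.27e-292). Among Cbfa2t3 peaks it was present in 43.7% against 16.0%, 2.73 times the background share. Against shuffled sequences with the same dinucleotides, the ratios were 2.34 for Zbtb1 and 3.00 for Cbfa2t3. These are counts of 5 motifs fixed in advance, not a search for motifs.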

The second enriched transcription factor–binding motifs were the Zbtb7c binding motif for Zbtb1 and the bHLH motif, which is also enriched around the Lmo2 binding regions (31), for Cbfa2t3 (Fig. 4, *A* and *B*). Indeed, more than 35% and 85% of the Lmo2 binding sites were co-occupied with Zbtb1 and Cbfa2t3, respectively, and 564 peaks were cobound by all three molecules (Fig. 4*C*). 

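TGGTGGTGG, taken as the core of the Zbtb7c motif, was present in 563 Zbtb1 peaks, 9.56% of the windows, against 0.841% of the background windows, a ratio of 11.4 (Fisher's exact test, p = 1.9e-173). The shorter TGGTGGT was present in 15.8% against 5.07%. Of the 563 peaks with TGGTGGTGG, 302 (53.6%) lie in an annotated simple repeat, which holds for 7.71% of all Zbtb1 peaks. In Cbfa2t3 peaks, TGGTGGTGG was present in 1.27% against 0.997% (ratio 1.27, Fisher's exact test, p = 0.111). There, TGGTGGT was present in 7.02% against 5.14% (ratio 1.36, Fisher's exact test, p = 4.84e-07). The E-box CAGCTG, which bHLH factors bind, was present in 47.4% of the Cbfa2t3 windows against 10.7% of the background, a ratio of 4.43, and in 15.5% of the Zbtb1 windows against 9.69%. The ETS motif MGGAAGT, where M is A or C, was present in 23.1% of the Cbfa2t3 windows against 5.58% (Fisher's exact test, p = 2.66e-252) and in 12.7% of the Zbtb1 windows against 5.39%. In each list, all 5 motifs were more frequent than in the background in each of the 3 other settings tried, with ratios from 1.14 to 14.8.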

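Overlaps with Lmo2 peaks were not analysed here. Between the lists of Zbtb1 and Cbfa2t3, 1485 Zbtb1 peaks (25.2%) shared at least 1 bp with a Cbfa2t3 peak. On the main chromosomes 1481 did, whereas 100 random shifts of the Zbtb1 peaks along their chromosomes gave a mean of 12.2 (5 to 23). The centres of 1203 pairs lay within 100 bp of each other. With a peak score of at least 30 in both lists, 512 of 2728 Zbtb1 peaks (18.8%) were shared, the setting that moved the share most. Zbtb1 peaks with CAGCTG were shared more often than those without (48.7% against 20.9%), as were those with TGTGGT (35.8% against 17.7%). Those with TGGTGGTGG were shared less often than those without (6.93% against 27.1%).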

The expression levels of *Bcl11a* were moderately regulated by Lmo2 and Cbfa2t3 (Fig. 3*D*), and these two factors co-occupied the downstream regions of the *Bcl11a* locus without Zbtb1 binding (Fig. S3, rectangles). 

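In the lists, *Bcl11a* had 4 Cbfa2t3 peaks and no Zbtb1 peak. Downstream of the gene on chromosome 11, Cbfa2t3 peaks lay at 24184989 to 24185367 (score 29.2), 24200219 to 24200597 (score 46.0) and 24242923 to 24243301 (score 62.6). A further one lay within the gene, at 24128048 to 24128426 in intron 2 of 4 (score 38.6). Each of the 3 downstream peaks contains TGTGGT in the 200 bp at its centre, and none of the 4 overlaps a Zbtb1 peak.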

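Upstream of *Tcf7*, 35550 bp from the transcriptional start site, the Zbtb1 list has a peak at 52318379 to 52318749 on chromosome 11, with a score of 70.3 that ranks 896 of 5898. The Cbfa2t3 list has a peak at 52318384 to 52318762, with a score of 88.6 that ranks 625 of 6077, and the centres of the pair are within 100 bp of each other. Both peaks contain TGTGGT on the minus strand at 52318496 to 52318501 and CAGCTG at 52318529 to 52318534 and at 52318628 to 52318633. The 60 bp at the centre of the Zbtb1 peak, from 52318535 to 52318594 on the plus strand, read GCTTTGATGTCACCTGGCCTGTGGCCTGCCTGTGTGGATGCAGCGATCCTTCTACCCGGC. The region is annotated as intergenic.

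**Figure D3:**
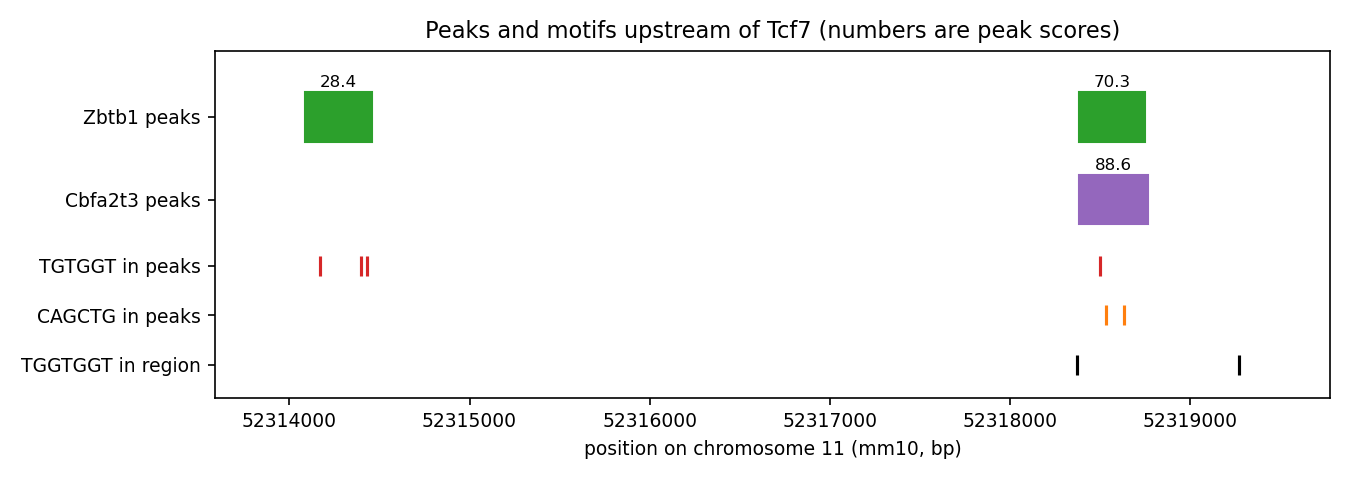
Zbtb1 peaks (green) and Cbfa2t3 peaks (purple) upstream of *Tcf7* by position on chromosome 11 (bp, mm10), with the peak score above each. Ticks mark TGTGGT and CAGCTG within peaks and TGGTGGT in the region; the peak pair with scores 70.3 and 88.6 overlaps.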

One of the representative sites cobound by Lmo2, Zbtb1, and Cbfa2t3 was the −35 kb upstream region of the *Tcf7* locus, which overlapped with one of the RBPJ (also known as CSL), a DNA-binding subunit of the intracellular domain of Notch (Notch-IC) complex, binding sites after Notch stimulation (Fig. 4*D*, right rectangle) (10). We have previously reported that Lmo2 directly binds to the −35 kb upstream region of the *Tcf7* locus and maintains DNA methylation status of the *Tcf7* locus (31). Therefore, the Lmo2/Zbtb1/Cbfa2t3 complex appears to regulate the expression of *Tcf7 via* direct binding at the −35 kb region of the *Tcf7* locus in LPs before the progenitor cells receive Notch signal. 

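From the overlap of these peaks with Lmo2 binding, and from its earlier report that Lmo2 binds there and maintains the DNA methylation status of *Tcf7*, the paper proposes that a complex of Lmo2, Zbtb1 and Cbfa2t3 regulates *Tcf7* by binding directly at this region before Notch signaling. *Gata3*, by comparison, is the nearest gene of 2 Zbtb1 and 3 Cbfa2t3 peaks, none of which overlap, and *Bcl11b* of none in either list.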

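Between the −35 kb peaks and *Tcf7*, the Zbtb1 list has 1 more peak assigned to the gene, at 52314089 to 52314459 on chromosome 11, 31260 bp upstream of the transcriptional start site. Its score of 28.4 ranks 2899 of 5898. The position is annotated as a CpG island, and the peak contains TGTGGT at 52314430 to 52314435 on the plus strand and at 52314170 to 52314175 and 52314395 to 52314400 on the minus strand. The Cbfa2t3 list has no peak there, and its only peak assigned to *Tcf7* is the one at −35 kb. Signal below the authors' threshold is not part of the lists, so a weaker Cbfa2t3 signal was not detectable here.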

Importantly, a clear Zbtb1 peak and a modest Cbfa2t3 peak with almost no Lmo2 binding signal were detected at the other RBPJ-binding site in the −31 kb upstream region of the *Tcf7* locus, which has been reported as a Notch-dependent enhancer region of *Tcf7* (Fig. 4*D*, left rectangle) (15, 51). Thus, Zbtb1 may be involved in Notch-mediated activation of *Tcf7* in Lmo2-dependent and Lmo2-independent mechanisms.

**Figure 4:**
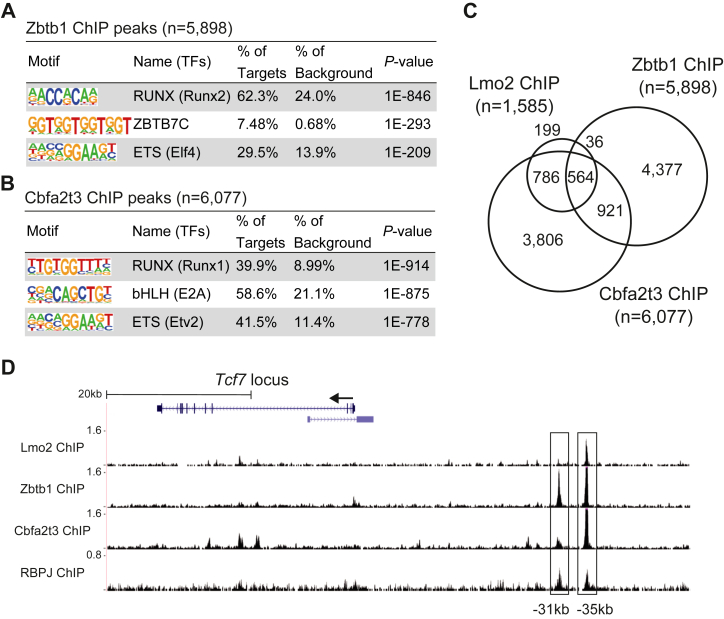
**Lmo2/Cbfa2t3/Zbtb1 complex binds to the −35 kb region of the *Tcf7* locus.***A*, chIP-seq analyses against Zbtb1 and Cbfa2t3 were performed using *Ebf1*-deficient LPs without Notch stimulation. The top three enriched sequence motifs among the 5898 reproducible Zbtb1 peaks are shown. *B*, top three enriched sequence of motifs among the 6077 reproducible Cbfa2t3 peaks are shown. *C*, Venn diagrams show the numbers of reproducible Zbtb1 and Cbfa2t3 ChIP peaks with the previously reported Lmo2 peaks (31) in *Ebf1*-deficient LPs. *D*, representative ChIP-seq tracks for Lmo2, Zbtb1, and Cbfa2t3 in *Ebf1*-deficient LPs without Notch stimulation, and RBPJ in DN1 cells (10) around the *Tcf7* locus are shown. The −31 and −35 kb RBPJ-binding sites are labeled with rectangles. Data are based on ChIP-seq peaks scored as reproducible in two replicate samples (*A*–*C*), or representative of two independent experiments (*D*). ChIP-seq, chromatin immunoprecipitation followed by deep sequencing; DN, double-negative; LP, lymphoid progenitor.

### Defect in the T-lineage potential of *Zbtb1*-deficient LPs is recovered *via Tcf7*-transduction

Next, to test whether insufficient expression of *Tcf7* led to the loss of T-lineage potential in *Zbtb1*-deficient LPs, we examined the effects of *Tcf7* introduction in *Zbtb1* KO LPs. Five days after the introduction of sgZbtb1, marked with a CFP reporter, LP cells were transduced with a second retrovirus encoding *Tcf7*-hNGFR and then cocultured with OP9-DLL4 to initiate T-lineage differentiation for 2 days (Fig. 5*A*). Transduction of *Tcf7* dramatically restored the generation of CD44^+^CD25^+^ DN2 cells in *Zbtb1*-deficient LPs, while a partial rescue of cell recovery was observed after *Tcf7* introduction (Figs. 5, *B*–*D* and S4*A*). Moreover, *Tcf7*-introduced *Zbtb1*-deficient LPs clearly expressed the intracellular TCRβ chain, 14 days after Notch stimulation (Fig. 5*E*). Consequently, these results suggest that *Tcf7* is a major downstream target of Zbtb1 for the maintenance of the T-lineage capacity of LPs and that other mechanisms contribute to the regulation of Zbtb1-mediated proliferation and/or survival of LP cells.

**Figure 5:**
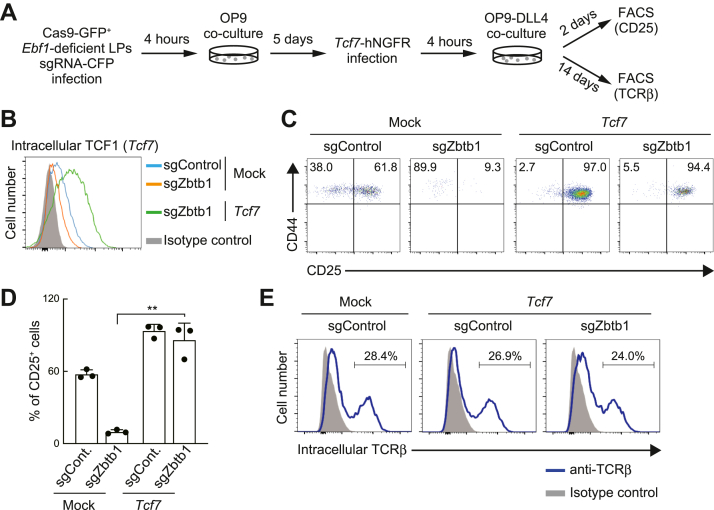
**Introduction of *Tcf7* rescues the generation of CD25**^**+**^**cells in *Zbtb1*-deficient LPs.***A*, experimental scheme for the transduction of *Tcf7* after the deletion of *Zbtb1* in *Ebf1*-deficient LPs is shown. *B*, two days after *Tcf7* (encoding TCF1 protein) transduction (*A*), GFP^+^CFP^+^hNGFR^+^ cells were gated and analyzed for intracellular TCF1 expression. Data are representative of two independent experiments. *C*, Cas9-GFP and sgRNA-CFP-transduced LPs were introduced with *Tcf7*-hNGFR, and transferred onto OP9-DLL4 stromal cells for 2 days. GFP^+^CFP^+^hNGFR^+^ cells were gated and analyzed for CD44 and CD25 expression. Data are representative of three independent experiments. *D*, the percentage of CD25^+^ cells among GFP^+^CFP^+^hNGFR^+^ cells (*C*) is shown with SD. The data represent the mean values of three independent biological replicates. ∗∗*p* < 0.01 by two-sided Student’s *t* test. *E*, fourteen days after Notch stimulation (*A*), GFP^+^CFP^+^hNGFR^+^ cells were gated and analyzed for intracellular TCRβ expression. Data are representative of two independent experiments. sgRNA, single-guide RNA.

### Zbtb1 regulates the ability of primary BM progenitors to differentiate into T-lineage

Finally, we verified the effects of *Zbtb1* disruption on the developmental potential of the T-lineage in primary cells. BM-derived hematopoietic progenitor cells from Rosa26-Cas9 knock-in mice with a Bcl2 transgene (Cas9;Bcl2 Tg), which enhances viable recovery of cells without altering T-cell development (52), were transduced with sgRNA against *Zbtb1* or *Cbfa2t3* and cultured without OP9 stromal cells for 2 days. The cells were then transferred onto an OP9-DLL1 monolayer to induce Notch signaling (Fig. 6*A*). Four days after Notch stimulation, the progression of early T-cell development was assessed using lineage markers (Lin), CD45, CD44, and CD25 expression. The percentages of Lin^−^CD45^high^ lymphoid cells (Fig. 6*B*, upper) and CD44^+^CD25^+^ cells (Fig. 6*B*, lower) were moderately reduced by disruption of *Zbtb1* and *Cbfa2t3*, and the recovery of Lin^−^CD45^high^CD44^+^CD25^+^ DN2 cells in the cultures was significantly attenuated (Fig. 6, *B* and *C*). These results demonstrated that Zbtb1 and Cbfa2t3 regulate the capacity of primary hematopoietic progenitor cells to differentiate into T-lineage cells.

**Figure 6:**
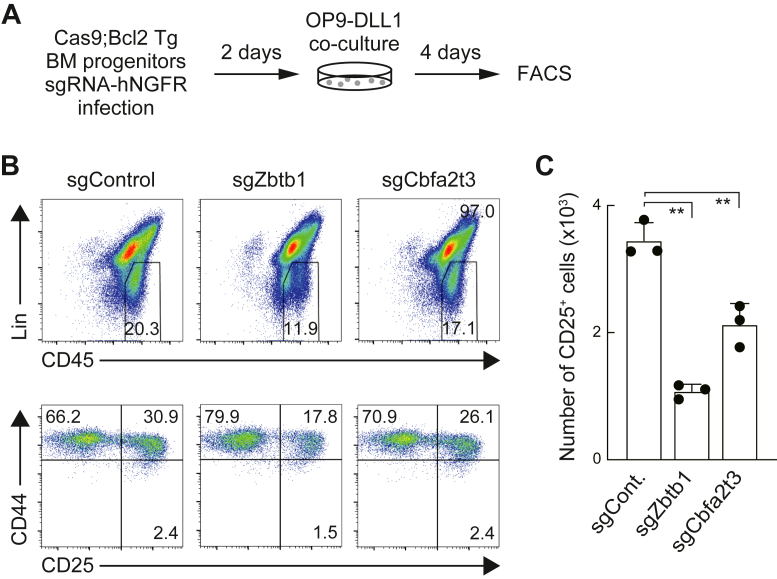
***Zbtb1*-deficient BM progenitors have attenuated ability to differentiate into T-lineage.***A*, experimental scheme for the deletion of *Zbtb1* and *Cbfa2t3* using the CRISPR/Cas9 system in BM progenitor cells is shown. BM progenitors obtained from Cas9;Bcl2 Tg mice were transduced with sgRNA against *Zbtb1* and *Cbfa2t3* and cultured without stroma cells for 2 days. Then, they were transferred onto OP9-DLL1 and cocultured for 4 days. hNGFR^+^ sgRNA-transduced cells were gated and analyzed for Lin markers, CD45, CD44, and CD25 expression. *B*, flow cytometric analysis of sgRNA-transduced BM progenitors cocultured with OP9-DLL1 for 4 days. Representative Lin/CD45 profiles in hNGFR^+^ sgRNA-introduced cells and CD44/CD25 profiles in hNGFR^+^Lin^−^CD45^high^ cells are shown. The results are representative of three independent experiments. *C*, the number of CD25+ cells among hNGFR+ sgRNA transduced cells (*B*) is shown with SD. The data represent the mean values of three independent biological replicates. ∗∗*p* < 0.01 by two-sided Student’s *t* test. BM, bone marrow; sgRNA, single-guide RNA.

## Discussion

Biochemical analyses of Lmo2 protein complexes in blood tumor cells revealed that Lmo2 organizes large transcriptional complexes with bHLH and GATA family members. However, the subunits of Lmo2 complexes in physiological HPCs have remained obscure until now. We recently revealed that Lmo2 is required to maintain the ability of LPs to differentiate into T-lineage (31). Thus, in this study, we attempted to identify the functional binding partners of Lmo2, which are essential for the maintenance of T-lineage potential, in LPs using a biochemical approach. To purify the Lmo2 protein complexes, we employed an *Ebf1*-deficient LP cell line, which retained the ability to differentiate into T-lineage in a Notch signaling–dependent manner (31). In addition to the previously reported Lmo2-binding molecules in blood tumors, including Cbfa2t3, the transcription factor, Zbtb1, has been identified as a novel interacting partner of Lmo2 in LPs.

The functional importance of Zbtb1 in lymphopoiesis has been reported in two independent mouse models. The first model was established using a chemically induced mouse mutation system. A missense mutation of the conserved cysteine to arginine (C74R) in the BTB domain of Zbtb1 causes cell-intrinsic defects in lymphopoiesis, especially in the earliest stage of T-cell development; thus, this mouse model was named *scanT* (42). In another model, *Zbtb1* was unexpectedly found as an insertion site of a transgene, which led to the T^−^B^+^NK^−^ severe combined immunodeficiency phenotype. A similar severe combined immunodeficiency phenotype has been observed in the germline disruption of *Zbtb1* (43). Therefore, the loss of function of Zbtb1 clearly induces a disorder of lymphopoiesis, particularly in T-cell development (42, 43). However, the molecular mechanisms underlying how Zbtb1 controls the initiation of T-cell program have not been clarified. In this study, we showed that Zbtb1 directly binds to the *Tcf7* locus, which is activated by the Notch-IC/RBPJ transcriptional complex to trigger T-cell development, as a component of the Lmo2 complex, and maintains the ability of LPs to differentiate into T-lineage. *Zbtb1* deficiency had a much more striking effect than *Cbfa2t3* or *Lmo2* disruption in maintaining the T-lineage potential, especially 5 days after sgRNA transduction (Fig. 2). Lmo2 and Cbfa2t3 are non-DNA–binding components of the transcriptional complexes (32, 33, 45). In contrast, ZBTB family members are known to bind directly to specific DNA sequences *via* C-terminal zinc finger domains (53). The Zbtb1-binding sites detected by ChIP-seq analysis in LPs had a significantly enriched consensus motif for a ZBTB family member (Fig. 4*A*). Indeed, there is a 5′-TGGTGGT-3′ motif at the center of the −35 kb upstream region of the *Tcf7* transcriptional start site. Thus, Zbtb1 would act as a part of the DNA-binding subunits of the Lmo2 complex at the *Tcf7* locus. This may be one of the reasons why *Zbtb1* disruption quickly induced the loss of the ability to differentiate into T-lineage in LPs.

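In GRCm38, the TGGTGGT nearest to the −35 kb peaks lies on the minus strand of chromosome 11 at 52318370 to 52318376. It is 3 bp outside the Zbtb1 peak and -191 bp from its centre, and 8 bp outside the Cbfa2t3 peak. On the minus strand, the sequence from 52318406 down to 52318340 reads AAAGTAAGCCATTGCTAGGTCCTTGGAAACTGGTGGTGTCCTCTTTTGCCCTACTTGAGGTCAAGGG. A second TGGTGGT lies on the plus strand at 52319267 to 52319273, 518 bp outside the Zbtb1 peak. The −31 kb Zbtb1 peak holds none.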

*Zbtb1* disruption leads not only to defects in T-cell development but also to lower cell recovery (Fig. S2, *A* and *B*). Bcl11a has been reported as an essential transcription factor for the survival and proliferation of LPs *via* the activation of negative regulators of p53 activities, including Bcl2, Bcl-xL, and Mdm2 (48). In fact, expression levels of Bcl2 were modestly decreased in *Zbtb1*-deficient LPs (sgCont 678.5 TPM *versus* sgZbtb1 455.0 TPM, *p* < 0.01) (GSE199696). Therefore, the lower expression levels of *Bcl11a* in *Zbtb1*-deficient LPs (Figs. 2*A* and 3*D*) may contribute to this lower cell recovery. 

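*Bcl2* (ENSMUSG00000057329) was at 778.5 ± 65.5 TPM in sgControl (SD, n = 3; 706, 832 and 797 TPM) and 455.0 ± 27.9 TPM in the libraries labelled sgZbtb1 (SD, n = 3). The log2 fold change was -0.77 (standard error 0.09, limma adjusted p = 8.97e-10), and all 3 sgZbtb1 libraries were lower than all 3 sgControl libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn it stayed between -0.84 and -0.72. *Bcl2l1*, which encodes Bcl-xL, and *Mdm2* did not change beyond the replicate error, with log2 fold changes of 0.12 (limma adjusted p = 0.89) and -0.08 (limma adjusted p = 0.853). The Zbtb1 list has a peak at the *Bcl2* promoter, at 106714039 to 106714409 on chromosome 1, with a score of 136.3. *Zbtb1* mRNA was higher, not lower, in the libraries labelled sgZbtb1.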

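Around *Bcl11a*, which spans 24078056 to 24174123 on chromosome 11, the nearest Zbtb1 peak was 173702 bp from the gene. The list has no Zbtb1 peak within 100 kb of the gene and 2 within 500 kb. Peaks under the authors' score threshold are not in the list.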

As there was no significant Zbtb1-binding signal around the *Bcl11a* locus (Fig. S3), Zbtb1 may regulate *Bcl11a* expression indirectly *via* the regulation of activators or repressors of *Bcl11a* or directly mediated by unknown distal *cis*-regulatory elements for *Bcl11a*. Zbtb1 has also been reported to be involved in maintaining genomic integrity. Zbtb1 regulates the recruitment of phosphorylated KAP-1 and RAD18 to DNA damage sites and subsequent DNA synthesis using error prone DNA polymerase to avoid cell death during DNA replication across damaged DNA (46). In addition, actively proliferating LPs from *ScanT* mice have a significantly higher frequency of p53-mediated apoptosis (47). Consequently, Zbtb1 may regulate the survival and proliferation of LPs *via* several distinct mechanisms.

In this study, we also examined the roles of the transcriptional corepressor Cbfa2t3, a previously reported Lmo2-interacting molecule in B-cell lymphoma and the erythrocytic lineage (40, 41). As shown here, approximately 85% of Lmo2 binding genomic regions were cobound by Cbfa2t3 in LPs (Fig. 4*C*); thus, these factors closely cooperate to regulate gene expression across the genome. A significant defect in T-cell development has been observed in *in vivo* and *in vitro* experimental systems using BM progenitors from *Cbfa2t3*-deficient mice (44, 45). Cbfa2t3 is not only involved in T lymphopoiesis but is also known to regulate the proper integration of Notch signals by interactions with Notch-IC and RBPJ. When Notch receptors interact with Notch ligands, Notch-IC is cleaved and translocated into the nucleus. Notch-IC organizes transcriptional complexes with RBPJ and activates its target genes (8). Cbfa2t3 interacts with RBPJ, prebinds to Notch target loci, and appears to regulate the repression and activation of Notch target genes, before and after Notch stimulation, respectively (44). This model fits to the role of the Lmo2/Cbfa2t3/Zbtb1 complex, which was found in this and previous reports, at the *Tcf7* locus (31). Lmo2, Zbtb1, and Cbfa2t3 cobound to the −35 kb region of the *Tcf7* locus in LP cells before Notch stimulation and regulated *Tcf7* expression activated by the Notch-IC/RBPJ complex when Notch stimulation was provided. Importantly, while re-expression of intact *Cbfa2t3* into *Cbfa2t3* disrupted hematopoietic progenitors restores the T-lineage potential, *Cbfa2t3*-deficient progenitors with the *Cbfa2t3* mutant, which has a truncated Notch-IC binding domain, failed to differentiate into T-cells (44). Thus, prebinding of Lmo2 complexes, including Cbfa2t3, to Notch target loci in LPs would have a crucial role in the appropriate activation of Notch target genes, including *Tcf7*, and in triggering the T-cell differentiation program in the thymus.

TCF1, encoded by *Tcf7*, is an essential transcription factor in the earliest stages of T-cell development (54). Together with Runx transcription factors, Notch signaling is required to activate *Tcf7* expression in T-cell progenitors (10, 12, 15, 22). There are two Notch-IC/RBPJ and Runx1 binding sites upstream of the *Tcf7* locus at −31 kb and −35 kb regions (10, 12). Among these, the −31 kb region appears to be more important than the −35 kb region as a Notch-dependent enhancer of *Tcf7* (15, 51). Although the physiological importance of the −35 kb region, a Lmo2/Cbfa2t3/Zbtb1 complex binding site, has not been clarified, our previous data suggest that Lmo2 maintains the transcriptionally poised chromatin state of the *Tcf7* locus by direct binding to the −35 kb region in LPs (31, 51). Therefore, organization of the Lmo2/Cbfa2t3/Zbtb1 complex in the −35 kb region would play an important role in maintaining the accessible chromatin configuration of the *Tcf7* locus and the ability to differentiate into T-lineage. In addition to the −35 kb region, Zbtb1 binds to the −31 kb region of the *Tcf7* locus without cobinding of Lmo2 (Fig. 4*D*) (51). Thus, Zbtb1 would be involved in the regulation of *Tcf7* expression in Lmo2-dependent and Lmo2-independent manners in the −35 kb and −31 kb regions, respectively. Only 10% of Zbtb1 binding genomic regions were co-occupied with Lmo2 (Fig. 4*C*). In addition, the expression of Zbtb1 is maintained at high levels not only during T-cell development in the thymus but also in mature T cells in the periphery, while Lmo2 and Cbfa2t3 expression are sharply downregulated after the earliest pro-T cell stages in the thymus (Fig. S1*B*) (34). Therefore, the roles of Zbtb1 in T-cell development and function are thought to be beyond those of the Lmo2 complexes. Additionally, the importance of Zbtb1 in the generation of group 3 innate lymphoid cells (ILCs) has been reported (55). The lineage determination of ILCs from LPs is controlled by *Tcf7* (56), and the initiation of *Tcf7* expression is regulated by the −31 kb upstream regulatory element of the *Tcf7* locus (51), where a strong Zbtb1-binding signal was observed in LPs (Fig. 4*D*). Thus, in addition to T-cell development, the Zbtb1-Tcf7 axis may contribute to the development of ILCs.

Here, we identified Zbtb1 as a novel functional subunit of the Lmo2 complex, using proteomic analysis and an acute deletion system in *Ebf1*-deficient LP cell lines. Moreover, the functional importance of Zbtb1 and Cbfa2t3 was confirmed in primary BM progenitors. Our results indicate that the T-lineage potential of LPs is actively maintained by the cooperative effects of various transcription factors, including Lmo2, Cbfa2t3, and Zbtb1 (Fig. S4*B*).

## Experimental procedures

### Mice

*Ebf1*-deficient mice were kindly provided by Dr Rudolf Grosschedl (Max Planck Institute of Immunobiology and Epigenetics) (57). B6.Cg-Tg(BCL2)25Wehi/J (Bcl2 Tg) (58) and B6.Gt(ROSA)26^Sortm1.1(CAG-cas9^∗^,-EGFP)Fezh^/J (Rosa26-Cas9 knock-in) (59) mice were purchased from the Jackson Laboratory. All animals were bred and maintained in the animal facility of Tokai University School of Medicine, under specific pathogen-free conditions, and the protocol supporting animal breeding for this work was reviewed and approved by the Animal Experimentation Committee of Tokai University.

### Cell culture of *Ebf1*-deficient lymphoid progenitor lines

*Ebf1*-deficient lymphoid progenitor cell lines (31) were cultured in IMDM (Wako) with 10% fetal bovine serum (Sigma–Aldrich), penicillin–streptomycin–glutamine, 50 μM β-mercaptoethanol (Sigma–Aldrich), 10 ng/ml mouse SCF (PeproTech), 10 ng/ml human Flt3L (PeproTech), 10 ng/ml mouse IL-7 (PeproTech) with mitomycin C (Wako) treated OP9. For T-cell induction, lymphoid progenitors were cocultured on OP9-DLL4 for 2 days under the same conditions as the maintenance of the lymphoid progenitors.

### Flow cytometry

For staining of sgRNA introduced LP cells, surface antibodies against Notch1 PE (BioLegend; 130607), Notch2 PE (BioLegend; 130707), CD44 PECy7 (BioLegend; 103029), CD25 APC-e780 (eBioscience; 47-0251-82) and human-NGFR PE (BioLegend; 345106) were used. For intracellular staining, antibodies against TCF1 PE (CST; 14456) with transcription factor buffer set (BD; 562574) and TCRβ PE (BioLegend; 109208) with Cyto-Fast Fix/Perm Buffer Set (BioLegend; 426803) were used.

All of the cells were analyzed using a flow cytometer, FACSVerse (BD), FACSLyric (BD), FACSAria Fusion (BD), or LSRFortessa (BD) with FlowJo software (Tree Star).

### Cell culture of primary BM progenitors

BM was removed from the femurs of 3- to 4-month-old Rosa26-Cas9 knock-in mice with a Bcl2 transgene (Cas9;Bcl2 Tg). Suspensions of BM cells were stained for lineage (Lin) markers using biotin-conjugated lineage antibodies (CD11b) ([BioLegend; 101204], CD11c [BioLegend; 117304], Gr-1 [BioLegend; 108404], TER-119 [BioLegend; 116204], NK1.1 [BioLegend; 108704], CD19 [BioLegend; 115504], and CD3ε [BioLegend; 100304]), then incubated with antibiotin magnetic beads (Miltenyi Biotec), and passed through a magnetic column using AutoMACS with the ‘Deplete’ program (Miltenyi Biotec). The hematopoietic progenitors were infected with retroviral vectors encoding sgRNA and cultured using the OP9 medium (α-MEM (Sigma), 20% fetal bovine serum, 50 μM β-mercaptoethanol, Pen-Strep-Glutamine) supplemented with 10 ng/ml of human IL-7, 10 ng/ml of mouse SCF, and 10 ng/ml of human Flt3L for 2 days, then transferred onto OP9-DLL1 and cocultured for 4 days (60). The cultured cells were then disaggregated, filtered through a 40 μm nylon mesh, and subjected to flow cytometry analysis using surface antibodies against CD45 PECy7 (BioLegend; 103113), CD44 FITC (BioLegend; 103005), CD25 APC-e780, human-NGFR PE, and a biotin-conjugated lineage cocktail (CD8α, CD11b, CD11c, Gr-1, TER-119, NK1.1, CD19, TCRβ (BioLegend; 109204), and TCRγδ (BioLegend; 118103)) with streptavidin PerCPCy5.5 (BioLegend; 405214). Prior to cell surface staining, cells were treated with Fc blocker (Miltenyi).

### Two-step affinity purification of Lmo2 complexes from lymphoid progenitors

Lymphoid progenitor cells were infected with either mock control (pMxs-IRES-hNGFR) or Myc-Flag-Lmo2-containing retrovirus. Three days after infection, Myc-Flag-tagged Lmo2-infected hNGFR^+^ cells were solubilized with the following protease inhibitor-containing immunoprecipitation buffer: 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 10% glycerol, 0.1% Tween, 1 mM EDTA, 10 mM NaF, 1 mM DTT, and a protease inhibitor cocktail (Roche Applied Science) and lysed on ice for 30 min with gentle shaking and sonicated on a VP-55 sonicator (TAITEC) for three cycles, amplitude 6 for 20 s, followed by 1 min rest. The insoluble materials were removed by centrifugation, and immunoprecipitation with mouse control Ig agarose (Sigma–Aldrich, A0919) or anti-Flag M2 agarose (Sigma–Aldrich, A2220) was performed overnight at 4 °C. Immune complexes were eluted from the agarose by 3×Flag peptide (Sigma–Aldrich), and the eluted Lmo2 complexes were subjected to a second immunoprecipitation with anti-Myc magnetic beads (MBL). Immune complexes were eluted from the magnetic beads with Myc peptide (MBL) and separated by SDS-PAGE. The bands were excised from the gel and subjected to a mass spectrometric analysis to identify corresponding proteins. The gel pieces were washed twice with 100 mM bicarbonate in acetonitrile, and the proteins were digested with trypsin. After adding 0.1% formic acid to the supernatant, the peptides were analyzed by LC-MS/MS with an Advance ultrahigh performance liquid chromatograph (Bruker) and an Orbitrap Velos Pro mass spectrometer (Thermo Fisher Scientific). The resulting tandem mass spectrometry dataset was analyzed using the Mascot software program (Matrix Science). Mascot score is the probability that the observed match is a random event (Mascot score > 100 means the absolute probability < 1e-10). GO analysis was performed using the DAVID analysis tool (https://david.ncifcrf.gov).

### Cloning

Human *TCF7* complementary DNA was inserted into a multicloning site of the pMxs-IRES-hNGFR vector. sgRNA expression vector (E42-dTet) and Cas9-GFP expression vector were described previously (22). 20-mer sgRNAs were designed using the Benchling web tool (https://www.benchling.com) and inserted into the empty sgRNA expression vector by PCR-based insertion. Two sgRNA expression vectors were generated for one gene, and pooled retroviral plasmids were used to make retroviral supernatant. Sequences of sgRNAs used in this study are listed below.

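Each printed sgRNA was matched to GRCm38 with an NGG next to it. Both sgZbtb1 sequences had 1 exact site, in exon 2 of 2, after 271 and 54 of the 2139 coding bases. The sgCbfa2t3 #1 sequence had 1 exact site, in exon 2 of 12 on chromosome 8. Both sgLmo2 sequences had 1 exact site, in exon 2 of 4 of transcript Lmo2-208, in its untranslated part. The cut falls in the coding part of 3 of the 7 protein-coding *Lmo2* transcripts with an exon there. The sgCbfa2t2 #1 sequence had 2 exact sites, 1 in exon 2 of 11 of *Cbfa2t2* and 1 at 60231612 to 60231631 on chromosome 5, outside annotated exons. The sgCbfa2t2 #2 sequence, CGTTACTGCTGACGATGTGG, had no exact site, and the closest, CGTTAGTGCTGACGATGTGG in exon 3 of *Cbfa2t2*, had 1 mismatch. The sgCbfa2t3 #2 sequence is printed with 18 bases, TGGGTGTAGATGGGGACC. It had no exact site, and the closest in *Cbfa2t3*, TGGGTGTAGATGGGGCAC in exon 4, had 2 mismatches when aligned without gaps. In that alignment the next 3 bases are CGT and not NGG. From the same start, however, the reference reads TGGGTGTAGATGGGGCACCG followed by TGG, which is an NGG. The printed sequence equals this one with 1 C and the last G left out. Other alignments with gaps were not tried. The luciferase sgRNAs had no exact site.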

sgControl (Luciferase) #1; 5′-accgcgaaaaagttgcgcgg-3′

sgControl (Luciferase) #2; 5′-ggcatgcgagaatctcacgc-3′

sgLmo2 #1; 5′-gcggtgactgtccttgagcg-3′

sgLmo2 #2; 5′-cagcggagcgaccgagcaag-3′

sgZbtb1 #1; 5′-ctgctcgaaactggaaggag-3′

sgZbtb1 #2; 5′-agctcaacaaccaaagagag-3′

sgCbfa2t2 #1; 5′-caataaatcctggaggaccg-3′

sgCbfa2t2 #2; 5′-cgttactgctgacgatgtgg-3′

sgCbfa2t3 #1; 5′-ctgcgtcttcacttcagccg-3′

sgCbfa2t3 #2; 5′-tgggtgtagatggggacc-3′

### CRISPR/Cas9-mediated deletion of target genes in lymphoid progenitors

Lymphoid progenitor cells were transduced with retroviral vectors encoding Cas9-GFP, and 3 days after infection, GFP^+^ retrovirus-infected cells were sorted. Then, they were expanded for a week and subjected to the second retrovirus transduction with sgRNA-hNGFR or sgRNA-CFP. They were transferred onto OP9-DLL4 on day 5 or day 10 after second infection, then CD25 and CD44 profiles on Cas9^+^sgRNA^+^ retrovirus-infected cells were analyzed.

### Immunoblotting

Nuclear extracts were prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Pierce). Lysates were run on 10% polyacrylamide gel, followed by immunoblotting. The antibodies used for the immunoblot analysis were anti-LaminB (CST, 13435), anti-Myc (MBL; M192-3), anti-Zbtb1 (Bethyl; S303-242A), anti-Lmo2 (Novus, NB110-78626), anti-Bcl11a (CST; 75432), and anti-Cbfa2t3 (ProteinTech; 17190-1-AP).

### RNA preparation and RT-qPCR

Total RNA was isolated from samples of 3 × 10^5^ cultured cells using a RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. Complementary DNA was synthesized with Super Script IV VILO (Thermo Fisher Scientific). Quantitative PCR was performed using Fast SYBR Green Master Mix (Thermo Fisher Scientific) and QuantStudio 3 (Applied Biosystems). The primer sets used in this study are listed below.

*Actb* FW; 5′-tacagcccggggagcat-3′

*Actb* RV; 5′-acacccgccaccagttc-3′

*Tcf7* FW; 5′-tgatgctgggatctggtgta-3′

*Tcf7* RV; 5′-cttgggttctgcctgtgttt-3′

*Bcl11b* FW; 5′-tggatgccagtgtgagttgt-3′

*Bcl11b* RV; 5′-gctgcttgcatgttgtgc-3′

*Gata3* FW; 5′-cttatcaagcccaagcgaag-3′

*Gata3* RV; 5′-cccattagcgttcctcctc-3′

*Bcl11a* FW; 5′-gcacttaagcaaacgggaat-3′

*Bcl11a* RV; 5′-caggtgagaaggtcgtggtc-3′

### QuantSeq 3′ mRNA sequencing

Total RNA was isolated from samples of 3 × 10^5^ cultured cells using a RNeasy Micro Kit (Qiagen). Five hundred nanograms of total RNA was subjected to the 3′mRNA library preparation with QuantSeq 3′ mRNA-Seq Library Prep Kit FWD (LEXOGEN) according to the manufacturer’s instructions. After the PCR step, size distribution and yield of the library was determined by the D1000 high sensitivity tape station (Agilent) or Agilent High Sensitivity DNA kit on the bioanalyzer (Agilent). The pooled libraries were loaded on the Illumina Nextseq500 platform and analyzed by 75 bp single read. Adapter sequences were trimmed from the raw RNA-seq reads with fastp. Trimmed reads of each sample were mapped to the reference mouse genome mm10 using STAR and normalized to one million reads in the original library. DEGs were defined with *p* < 0.05, |log2FC| > 1, and TPM > 10 based on measurements from three biologically independent replicates for each sample type. GO analysis was performed using the DAVID analysis tool (https://david.ncifcrf.gov).

### ChIP-seq

About 1 × 10^7^ *Ebf1*-deficient LPs without Notch stimulation were fixed with 1 mg/ml disuccinimidyl glutarate (Thermo Scientific) in PBS for 30 min at room temperature followed by an additional 10 min with addition of formaldehyde up to 1%. The reaction was quenched by addition of 1/10 volume of 0.125 M glycine and the cells were washed with Hanks' balanced salt solution (Gibco). Pelleted nuclei were dissolved in lysis buffer (0.5% SDS, 10 mM EDTA, 0.5 mM EGTA, 50 mM Tris–HCl (pH 8) and PIC) and sonicated on a Bioruptor (Diagenode) for 18 cycles of 30 s sonication followed by 30 s rest, with high power. Five micrograms of anti-Zbtb1 Abs (a mixture of 2.5 μg of S303-242A (Bethyl) and 2.5 μg of ab79455 (Abcam)) or anti-Cbfa2t3 (a mixture of 2.5 μg of 17190-1-AP (Proteintech) and 2.5 μg of sc-373691 (Santa Cruz)) were prebound to Dynabeads anti-rabbit Ig or protein A/G (Invitrogen) and then added to the diluted chromatin complexes. The samples were incubated overnight at 4 °C, then washed and eluted for 6 h at 65 °C in ChIP elution buffer (20 mM Tris–HCl, pH 7.5, 5 mM EDTA, 50 mM NaCl, 1% SDS, and 50 μg/ml proteinase K). Eluted chromatin fragments were cleaned up using ChIP DNA Clean & Concentrator (Zymo). ChIP-seq libraries were constructed using NEBNext Ultra II DNA Library Prep with Sample Purification Beads (E7103S, NEB) and NEBNext Multiplex Oligos for Illumina (E7500S, NEB) and sequenced on Illumina NextSeq500 in single read mode with the read length of 75 nt. Base calls were performed with RTA 1.13.48.0 followed by conversion to FASTQ with bcl2fastq 1.8.4 and produced approximately 30 million reads per sample. ChIP-seq data were mapped to the mouse genome build NCBI37/mm10 using Bowtie (v1.1.1; http://bowtie-bio.sourceforge.net/index.shtml) with “-v 3 -k 11 -m 10 -t --best –strata” settings and HOMER tagdirectories were created with makeTagDirectory and visualized in the UCSC genome browser (http://genome.ucsc.edu). ChIP peaks were identified with findPeaks.pl against a matched control sample using the settings “-P .1 -LP .1 -poisson .1 -style factor”. The identified peaks were annotated to genes with the annotatePeaks.pl command against the mm10 genomic build in the HOMER package. Peak reproducibility was determined by a HOMER adaptation of the IDR (Irreproducibility Discovery Rate) package according to ENCODE guidelines (https://sites.google.com/site/anshulkundaje/projects/idr). Only reproducible high quality peaks, with a normalized peak score ≥15, were considered for further analysis. Motif enrichment analysis was performed with the findMotifsGenome.pl command in the HOMER package using a 200 bp window.

### Statistical analysis

The statistical significance of differences between datasets was determined using two-sided Student’s *t* test using Excel. Statistical details of experiments can be found in the figure legends. In all figures, error bars indicate SD.

## Data availability

The accession number for all the new deep-sequencing data reported in this paper is GEO: GSE199696.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Transcription factor Zbtb1 interacts with bridging factor Lmo2 and maintains the T-lineage differentiation capacity of lymphoid progenitor cells
**Source:** J Biol Chem. 2022 Sep 17;298(11):102506. doi: 10.1016/j.jbc.2022.102506
**Supplement:** Supplemental Figures S1–S4 Legends

**Supporting information**

**Transcription factor Zbtb1 interacts with bridging factor Lmo2 and maintains the T-lineage differentiation capacity of lymphoid progenitor cells**

**Maria Koizumi, Yuichi Kama, Ken-ichi Hirano, Yusuke Endo, Tomoaki Tanaka, Katsuto Hozumi and Hiroyuki Hosokawa**

**Supplemental figure legends**

**Supplemental Figure S1**

(A), Full-size uncropped images of immunoblotting results in Fig. 1D are shown.

(B), RPKM values for *Lmo2*, *Zbtb1*, *Cbfa2t3*, *Tcf7*, *Gata3*, *Bcl11b*, and *Bcl11a* in common lymphoid progenitor (CLP) and DN subsets are shown (https://www.immgen.org; GSE100738) ([34](#_ENREF_34)).

**Supplemental Figure S2**

(A, B), The percentage of GFP^+^hNGFR^+^ sgRNA-transduced cells on five days (A) or ten days (B) after sgRNA transduction, before Notch stimulation, is shown with SD. Data represent the mean values of three independent biological replicates. ^**^*P* < 0.01 by two-sided Student’s *t*-test

(C, D), The number of CD25^+^ cells in Fig. 2C (C) or Fig. 2E (D) is shown with SD. The data represent the mean values of three independent biological replicates. ^**^*P* < 0.01 by two-sided Student’s *t*-test.

(E), Flow cytometric analysis of LPs, five days after sgRNA introduction, was performed (Fig. 2B). Representative Notch1 and Notch2 profiles in GFP^+^hNGFR^+^ sgRNA-introduced cells are shown. Three independent experiments were performed with similar results.

**Supplemental Figure S3**

Representative ChIP-seq tracks for Lmo2, Zbtb1, and Cbfa2t3 in LPs, and RBPJ in DN1 cells ([10](#_ENREF_10)) around the *Bcl11a* locus are shown. The Lmo2/Cbfa2t3 occupancy sites are labeled with rectangles. Data are representative of two independent experiments.

**Supplemental Figure S4**

(A), The number of GFP^+^CFP^+^hNGFR^+^CD25^+^ cells in Fig. 5C is shown with SD. Data represent the mean values of three independent biological replicates. ^**^*P* < 0.01 by two-sided Student’s *t*-test.

(B), A graphical summary of this study is shown. In lymphoid progenitors, Zbtb1 has a crucial role in maintaining the accessible chromatin configuration of the *Tcf7* locus and the ability to differentiate into T-lineage.

How the deposited data were processed for this re-analysis (not part of the article)

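QuantSeq 3′ mRNA sequencing was done on 15 libraries of *Ebf1*-deficient LPs, 3 for each of sgControl, sgLmo2, sgZbtb1, sgCbfa2t2 and sgCbfa2t3, sorted 5 days after sgRNA introduction. ChIP-seq was done on 2 replicates each for Zbtb1 and Cbfa2t3 in the same cells without Notch stimulation. Conditions and replicate numbers were taken from the sample labels. The pairing used for the replicate block comes from the replicate numbers in these labels, and nothing in the paper's text says that libraries with the same number were prepared together.

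For QuantSeq, the authors trimmed adapters with fastp, mapped reads to mm10 with STAR, counted them per Ensembl gene and scaled every library to the same total. The deposited values, called TPM by the authors, are CPM, since they were not divided by gene length. This was tested on the values: the low values of genes of any length are multiples of 1 step per library, and whole reads could be recovered for 100% of the values in each library. A line without a gene identifier was left out of the 55422, and 55154 of the 55421 identifiers were found in GENCODE vM21. The libraries held 1705416 to 2095447 recovered reads, so that 3 reads, the floor used, were worth 1.43 to 1.76 TPM, and the 10 most abundant genes took 15.3% to 18.2% of the reads.

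The plan was written for TPM values and kept for these. Genes with a mean above 1 over the 15 libraries (11554) were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(TPM + 1), with all libraries in one fit and each sgRNA compared with sgControl, and sgZbtb1 with sgCbfa2t3. DEGs had an unadjusted p under 0.05, an absolute log2 fold change above 1 and a mean above 10 TPM in either group, as in the paper. The Benjamini-Hochberg adjustment covered all genes in the fit. Single genes were also tested with exact two-sided permutation tests, which cannot give a p under 0.1 for 3 libraries against 3. The genes named are those the paper names with these data, and for each sgRNA up to 5 that rose and 5 that fell most among protein-coding genes with an adjusted p under 0.05, a mean above 10 TPM in either group, and 3 libraries all on the same side of the 3 sgControl libraries. A gene that this rule chose is not reported here, and no other took its place. On simulated data with 200 changed genes among 11554, the steps called 98% of them DEGs and gave 96% of them an adjusted p under 0.05, with 7 unchanged genes under that threshold. All changed genes had a mean above 10 TPM and a simulated change larger than the log2 fold change threshold. These shares therefore do not apply to smaller changes or to weakly expressed genes.

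The alternatives to this fit were the paper's rule on unlogged TPM, a pseudocount of 0.1, all genes above 0, a mean above 10 TPM over the 6 libraries, the 6 libraries alone, the replicate block, median-of-ratios size factors, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 on the recovered reads, the 9 other gene-targeting libraries as the comparison group, and leaving out each library in turn. Gene lists were compared by the percentile of their median log2 fold change among 10000 random lists matched on mean TPM. The p53 list of 31 genes was written down by hand before the data were examined, as were the test of each comparison, the alternatives other than those named in the closing section as added later, and the rule for the genes named.

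For ChIP-seq, the authors mapped reads with Bowtie, made tag directories and called peaks with HOMER against matched input, and deposited the peaks reproducible in both replicates with their normalized peak score, at least 15, as 1 list per factor. Peak positions are given as in the lists, on mm10. Overlap of at least 1 bp was counted with bedtools 2.31.1, with 100 random shifts within chromosomes for the chance level; alternatives were centres within 100 bp, an overlap of at least 50% of each peak, and a score of at least 30. Motifs were counted in 200 bp windows at peak centres and in windows 5 kb to each side on GRCm38, with windows 1 kb to each side, dinucleotide shuffles and a score of at least 30 as alternatives, and two-sided Fisher's exact tests. In simulated sequences all 300 planted motifs were found, and in simulated intervals all 250 overlaps of 1 bp. Genes with peaks were compared with the DEGs by the nearest gene in the lists, with peaks within 10 kb of the promoter, a score of at least 30 and draws matched on mean TPM as alternatives. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0, and samtools 1.23.1, were used.

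The lists give no read depth, so the precision of single peaks is unknown. Lmo2 and RBPJ peaks, RT-qPCR, flow cytometry, immunoblots and mass spectrometry were not analysed here, and no Gene Ontology test was run.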

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

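Of the tests in this part, those of mislabelled libraries and of low sgControl values behind the mRNA of the targeted genes were chosen only after the result was seen.

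The mRNA of 3 targeted genes was higher in the libraries labelled with their own sgRNA than in sgControl, which the paper does not report. The log2 fold change was 0.77 for *Zbtb1*, 0.82 for *Cbfa2t2* and 0.88 for *Cbfa2t3*, and the limma adjusted p (Benjamini-Hochberg) was 0.00102, 0.412 and 1.67e-07, so that the rise of *Cbfa2t2* did not pass the adjusted threshold. In each case all 3 libraries were above all 3 sgControl libraries. If libraries had been mislabelled, the 3 highest of the 15 libraries for a gene would not be those labelled with its sgRNA. For *Zbtb1* 3 of the 3 highest and for *Cbfa2t3* 3 of the 3 highest carried the label, so that the exchange of a single library does not explain these. The comparison draws on the values in which the rise was first seen, and adds the 9 other libraries to them. No condition had *Zbtb1* or *Cbfa2t3* mRNA under that of sgControl past the adjusted threshold, so there is no loss that an exchange of whole conditions could have moved elsewhere. For *Cbfa2t2* 2 of the 3 highest carried the label, and a mislabelled sample cannot be told apart there. If sgControl had been low by accident, the rise would shrink against the other 9 gene-targeting libraries. It stayed at 0.77 for *Zbtb1* and 0.88 for *Cbfa2t3*, so low values in the sgControl libraries do not account for these. For *Cbfa2t2* it shrank to 0.64 without passing the adjusted threshold, so low sgControl values may account for part of it. As a biological explanation, genes whose promoter Zbtb1 binds might be released from repression by Zbtb1, since a Zbtb1 peak with a score of 258.6 lies at the *Zbtb1* promoter. The 2142 genes with a Zbtb1 peak within 1 kb of the promoter had a median log2 fold change at the percentile 56.2 of 10000 matched random lists in the libraries labelled sgZbtb1, so this general form was not seen. Repression by Cbfa2t3 of genes near which it binds, with 10 Cbfa2t3 peaks assigned to *Cbfa2t3* itself, was not seen either, since the 1484 genes with a Cbfa2t3 peak within 10 kb of the promoter were lower, at the percentile 0.02. Neither test excludes an effect of either factor on its own gene alone. Reads from the retroviral vectors and changes in transcript stability were not tested.

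Among the genes named by the rule, the libraries labelled sgZbtb1 had log2 fold changes of 3.03 for *Syne2*, 2.87 for *D1Ertd622e*, 1.92 for *Phf19* and 1.62 for *Gramd3*, which rose, and -3.54 for *Cd163l1*, -2.69 for *Cd7*, -2.53 for *Tcf7l2*, -2.49 for *Itpr2* and -2.47 for *Cdh1*, which fell. *Tcf7l2* was at or under the floor in every library labelled sgZbtb1, so that sgControl was at least 7.37-fold higher. They stand here because the paper's text does not discuss them, and each had an adjusted p under 0.05 in limma (Benjamini-Hochberg) with no overlap between the groups. They are among the extremes of 197 genes that rose and 260 that fell by this rule. If they came from unusual values in the sgControl libraries, most would lose more than 50% of their log2 fold change against the other 9 gene-targeting libraries. All 9 kept at least 50% of it, although *Gramd3* fell to 0.88 and no longer passed the adjusted threshold. Apart from *Gramd3*, these differences may follow from the loss of Zbtb1, with the reservation that *Zbtb1* mRNA was higher there and its protein was not analysed here. GC content, reads shared between related genes and sorting differences were not tested for them.

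In the libraries labelled sgLmo2, *Selenot* rose by 0.72 and *Irf8* changed by -1.01 on the log2 scale, and the paper's text does not discuss either. Against the other 9 gene-targeting libraries these became 0.14 and -1.23, so that 1 of the 2 kept at least 50%. For *Irf8* unusual values in the sgControl libraries are not a likely source, and for *Selenot*, which also rose by 0.74 in the libraries labelled sgCbfa2t2, they remain one. In the libraries labelled sgCbfa2t2, *H2-Oa* (1.63), *Selenot* and *Plac8* (0.30) rose, and *Ly6d* (-0.69), *Ncam2* (-0.68), *Clk1* (-0.66), *Gria2* (-0.62) and *Mycbp2* (-0.53) fell. Of these 8 genes, 1 (*Plac8*) kept at least 50% of its log2 fold change against the other 9 libraries. It was then at 0.19 and did not pass the adjusted threshold against them. *Ly6d* and *Gria2* changed direction (0.48 and 0.18). These differences cannot be told apart from unusual values in the sgControl libraries. The same shrinkage would follow if several of the factors acted on the same genes, which these data do not separate.

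In the libraries labelled sgCbfa2t3, *Snap47* (1.12), *Atg7* (1.04), *E2f2* (0.94) and *Hbb-bt* (0.72) rose besides *Cbfa2t3* itself, and *Cd7* (-1.96), *Cdh1* (-1.54), *Ptgds* (-1.47), *Ly6d* (-1.43) and *Vps50* (-1.34) fell. Of these 9 genes without *Cbfa2t3*, 3 (*E2f2*, *Hbb-bt* and *Vps50*) kept at least 50% of their log2 fold change against the other 9 gene-targeting libraries. *Vps50* only just did so, at -0.68, and did not pass the adjusted threshold against them. *Ly6d* lost more than 50% of its change but still passed the adjusted threshold against them, at -0.52, so that sgControl values do not account for all of its fall. For *Vps50*, *Snap47*, *Atg7* and *Ptgds*, unusual values in the sgControl libraries remain a candidate explanation, as does a change shared with the other sgRNAs. *Cd7* and *Cdh1* were lower in the libraries labelled sgZbtb1 as well (-2.69 and -2.47), and these are part of the comparison group. Their shrinkage is therefore by itself no sign of unusual sgControl values. In sgZbtb1 both kept at least 50% of their change against the other 9 libraries, at -1.88 and -1.82. *Hbb-bt* encodes a globin chain nearly identical to that of *Hbb-bs*, and reads shared between such genes were not tested.

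The libraries labelled sgZbtb1 and sgCbfa2t3 differed from each other in 130 genes with an adjusted p under 0.05 (limma, Benjamini-Hochberg), 95 lower and 35 higher in sgZbtb1, a test of the difference itself. A difference in library depth could produce such calls, but with all libraries thinned to the smallest depth the count was 121. Of the 4 splits of the 6 libraries that part all 3 pairs with the same replicate number, only the real one, 1 of 4, gave as many genes. The other 3 such splits gave 10 to 18 DEGs, and the 6 that part 1 pair gave 17 to 32, against 82 in the real one, and none of them gave more than 1 gene with an adjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so the ranking of the splits alone cannot exclude a random division. Which of the remaining explanations holds, a different role of the factors or a difference in how far each sgRNA removed its protein, was not tested.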

How the results depend on the processing

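Among the alternatives, the thinning to equal depth, *Tcf7* with replicates 2 and 3 alone, and those of the difference between sgZbtb1 and sgCbfa2t3, of the shared DEGs, of the p53 list and of the genes with a Cbfa2t3 peak were chosen after seeing the data. For each change given here, the cause was not tested unless a value is given for it.

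The libraries labelled sgZbtb1 had the most DEGs under each alternative set for the 4 sgRNAs, from 84 to 252. With the 9 other gene-targeting libraries in place of sgControl, sgLmo2 had 48 DEGs instead of 27, and 2 of the 48 were also DEGs against sgControl. There were 84 in sgZbtb1 against 192, 5 in sgCbfa2t2 against 58 and 8 in sgCbfa2t3 against 76. Most were then higher in sgLmo2 (44 higher and 4 lower), sgCbfa2t3 (6 and 2) and sgCbfa2t2 (3 and 2). In sgZbtb1 most stayed lower (20 higher and 64 lower). The genes with an adjusted p under 0.05 were then 201 in sgLmo2, 9 in sgCbfa2t2 and 31 in sgCbfa2t3, against 2, 17 and 62. Of these, 136, 5 and 21 were higher and 65, 4 and 10 were lower. With a mean above 10 TPM over the 6 libraries, the DEGs were 10 in sgLmo2, 31 in sgCbfa2t2 and 42 in sgCbfa2t3, and with the paper's rule 48 in sgCbfa2t3. With all 18602 genes above 0 in limma, 330 genes had an adjusted p under 0.05 in sgZbtb1, 24 in sgCbfa2t3, 80 in the difference between both, and 0 in sgCbfa2t2, where 1402 had an unadjusted p under 0.05. DESeq2 gave 7 such genes in sgCbfa2t2, and the 6 libraries alone gave 1 in sgLmo2. The share of lower genes among the DEGs moved by under 10 percentage points with another scaling, which is no sign of stability, since the median-of-ratios factors were at most 0.05 on the log2 scale.

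With the replicate number as a block, 14 genes in sgLmo2, 709 in sgZbtb1, 36 in sgCbfa2t2 and 93 in sgCbfa2t3 had an adjusted p under 0.05 in limma, against 2, 554, 17 and 62. The mean correlation of deviations was 0.0279 between libraries with the same number and -0.0139 between others. The block leaves fold changes as they are and can change p-values alone.

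Across the 6 fits that each left out one library, the DEGs ranged from 45 to 54 in sgLmo2, 203 to 252 in sgZbtb1, 56 to 106 in sgCbfa2t2 and 86 to 106 in sgCbfa2t3. The genes with an adjusted p under 0.05 ranged from 1 to 4, 306 to 459, 2 to 26 and 26 to 59, and those that differed between sgZbtb1 and sgCbfa2t3 from 86 to 107. *Tcf7* stayed lower, from -1.34 to -0.35 in sgZbtb1 and -1.20 to -0.22 in sgCbfa2t3, and no alternative brought it under an adjusted p of 0.05 in limma or edgeR (0.259 to 0.872 and 0.579 to 0.958). Without sgControl replicate 2, which has the highest *Tcf7* value, the log2 fold change in sgCbfa2t2 reversed to 0.00543 (from -0.98 upward over the 6 fits), and without sgLmo2 replicate 1, *Lmo2* in sgLmo2 reversed to 0.11 (from -0.60 to 0.11). At 1 to 9 reads per sgControl library, the depth limits what can be said of *Tcf7*.

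By the paper's rule 20 DEGs were shared between sgZbtb1 and sgCbfa2t3, against 37. With a score of at least 30, 512 Zbtb1 peaks overlapped a Cbfa2t3 peak, against 1485, and the stricter score itself leaves fewer peaks. TGGTGGTGG in Cbfa2t3 peaks passed the threshold against windows 1 kb to each side (ratio 1.37) and against shuffled sequences (ratio 3.08), but not in the other settings. The odds ratio of a Zbtb1 peak among sgZbtb1 DEGs that fell reversed to 0.969 with peaks within 10 kb of the promoter and was 1.34, no longer past the threshold, with a score of at least 30. Among those that rose it reversed to 0.923 and 0.675 in the same settings, and none of these values was past the threshold. With matched draws it was 1.72 for those that fell, past the threshold. For Cbfa2t3 peaks and sgCbfa2t3 DEGs that fell it was 2.13 with a score of at least 30, past the threshold, and 1.04 with peaks within 10 kb of the promoter and 1.77 with matched draws, neither past it. The p53 list stayed past its threshold in sgZbtb1 in each setting tried, from the percentile 99.01 to 99.8. Among single named genes, 341 values under the alternatives other than the 9 libraries kept their direction and side of the threshold, 67 lost the adjusted threshold with the same direction, and 2 reversed. Against the 9 other libraries, *Ly6d* and *Gria2* in sgCbfa2t2 reversed as well, to 0.48 and 0.18.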

Differences from the paper's values

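The paper's text rounds the DEGs in the libraries labelled sgLmo2, sgCbfa2t2 and sgCbfa2t3 to about 50 each. For sgLmo2, limma gave 27 against this rounded 50. Table S2 lists 23, which the paper's rule returned, so nearness to 50 does not mark a better setting there. The following alternatives are set against 50 only. Of the alternatives set before the data were examined, a pseudocount of 0.1 (38), the 9 other gene-targeting libraries as the comparison group (48) and each fit that left out one library (45 to 54) came within 1.5 times the paper's value. The paper's rule (23), a mean above 10 TPM over the 6 libraries (10), all genes above 0 (26), the 6 libraries alone (27), the replicate block (27), median-of-ratios size factors (26), edgeR (32) and DESeq2 (32) did not. For sgCbfa2t3, limma gave 76 against the paper's 50. The paper's rule (48), a mean above 10 TPM over the 6 libraries (42), all genes above 0 (68) and median-of-ratios size factors (75) came within 1.5 times the paper's value, and a pseudocount of 0.1 (97), the 6 libraries alone (76), the replicate block (76), edgeR (77), DESeq2 (77), the 9 other libraries (8) and the fits that left out one library (86 to 106) did not.

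The paper's Table S2 lists 48 genes for sgCbfa2t3, against 76 with limma. The paper's rule (48), a mean above 10 TPM over the 6 libraries (42) and all genes above 0 (68) came within 1.5 times the paper's value, and the other alternatives did not. By the paper's rule the counts were those of Table S2 for every sgRNA (23, 171, 44 and 48), with the same genes.

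For *Tcf7* in sgZbtb1, the mean was 0.881 TPM against the paper's 0.49 ± 0.01 TPM. Without sgZbtb1 replicate 1, the mean was 0.48 TPM, the only alternative set before the data were examined that came within 1.5 times the paper's value. Median-of-ratios size factors (0.881) and leaving out another sgZbtb1 replicate (1.08) did not. With replicates 2 and 3 of both conditions, a choice made after seeing the values, the means were 3.78 ± 2.03 and 0.48 ± 0.01 TPM (SD, n = 2 each), against the paper's 3.78 ± 2.03 and 0.49 ± 0.01, whose error the paper does not name.

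For 3 genes in sgZbtb1 the log2 fold change in limma differed from that in the paper's Table S2. It was 2.87 against the paper's 3.69 for *D1Ertd622e*, where edgeR (3.61) and the fits without sgControl replicate 2 (3.34) and without sgZbtb1 replicate 3 (3.22) came within the standard error of the limma fit. It was -3.54 against the paper's -4.39 for *Cd163l1*, where edgeR (-4.36) and the fit without sgZbtb1 replicate 1 (-4.01) did. It was -2.49 against the paper's -2.79 for *Itpr2*, where a pseudocount of 0.1 (-2.69), edgeR (-2.75) and the fits without sgControl replicate 1 (-2.83) and without sgZbtb1 replicate 2 (-2.54) did. The replicate block, median-of-ratios size factors and the other fits that left out one library did not close any of these gaps, nor did a pseudocount of 0.1 for *D1Ertd622e* and *Cd163l1*. The log2 ratio of the group means, as in the paper's rule, was 3.69, -4.39 and -2.79.

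The paper states that *Tcf7* was decreased in LPs with *Zbtb1* or *Cbfa2t3* disrupted. It was lower in both, by log2 fold changes of -0.83 and -0.69, without passing the adjusted threshold (limma, Benjamini-Hochberg adjusted p = 0.537 and 0.752), and no setting tried called it. The paper describes *Bcl11b* as lower in cells without *Cbfa2t3* or *Cbfa2t2*, for *Cbfa2t2* from RT-qPCR. In QuantSeq its adjusted p was 0.334 and 0.527 (limma, Benjamini-Hochberg), and no setting tried called it (0.224 to 0.729 and 0.305 to 0.941). For *Bcl11a* in sgCbfa2t3, which the paper describes as decreased, the adjusted p was 0.237 (limma, Benjamini-Hochberg; 0.154 to 0.582 over the settings). Adjusted over the genes of Fig. 3C alone, *Bcl11b* and *Bcl11a* in sgCbfa2t3 passed the threshold. The paper also reports lower *Tcf7* and *Bcl11b* by RT-qPCR, a separate measurement that was not analysed here and that these p-values do not contradict.

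The paper gives *Bcl2* in sgControl as 678.5 TPM, and the mean of the 3 sgControl libraries was 778.5 TPM, within 1.5 times of it. The paper places TGGTGGT at the centre of the −35 kb region, and the nearest one in GRCm38 was 3 bp outside the Zbtb1 peak and -191 bp from its centre. The paper describes a Cbfa2t3 peak at −31 kb, and the Cbfa2t3 list has none there.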

Other observations

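Of the tests in this part, that of counting error behind *Tcf7* and that of a general rise of Notch-activated genes were chosen only after the result was seen.

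Other splits of the libraries were compared with the real ones. Of the 4 splits of sgControl and sgRNA libraries that part all 3 pairs with the same replicate number, only the real split, 1 of 4, gave as many DEGs, and 1 of 4 as many genes with an adjusted p under 0.05 (limma), for each of sgLmo2, sgZbtb1, sgCbfa2t2 and sgCbfa2t3. The other 3 such splits gave 7 to 13 DEGs for sgLmo2, 18 to 38 for sgZbtb1, 15 to 28 for sgCbfa2t2 and 21 to 28 for sgCbfa2t3. The 6 splits that part 1 pair gave 20 to 35, 29 to 46, 18 to 36 and 19 to 42, so that for sgLmo2 2 of all 10 splits gave at least 27 DEGs. By adjusted counts, no other split gave more than 1 gene in sgLmo2, sgZbtb1 or sgCbfa2t2, or any in sgCbfa2t3, against 2, 554, 17 and 62, and 7 simulated comparisons without change gave 0. The other splits mix both conditions and are not free of a true difference. With 4 splits the share cannot fall under 0.05, so the ranking of the splits alone cannot exclude a random division of the libraries.

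The larger number of DEGs in the libraries labelled sgZbtb1 could come from a difference in library depth. With all libraries thinned to the smallest depth, sgZbtb1 kept the largest count with 189 DEGs, against 21 in sgLmo2, 72 in sgCbfa2t2 and 75 in sgCbfa2t3, which speaks against depth. That most of these DEGs fell could come from a few genes taking most of the reads. The 10 most abundant genes took 16.6% to 16.9% of the reads in sgZbtb1 and 17.3% to 18.2% in sgControl, the opposite of what this explanation needs. The median-of-ratios size factors lay between -0.02 and 0.05 on the log2 scale, so there was hardly any shift to correct, and the 80.4% of DEGs that fell after the correction could not have moved far and adds nothing to this. The difference between the numbers of DEGs was not itself tested.

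The log2 fold changes of sgZbtb1 and sgCbfa2t3 ran together across genes (r = 0.59), which the shared sgControl libraries could produce. With separate sgControl libraries, so fewer than 3 for each comparison, the median r was 0.26, less than 50% of it. Fewer control libraries also add noise, which lowers r. How much of the drop came from the shared controls is therefore not settled. A positive correlation remained in each pairing (0.18 to 0.28). For sgLmo2 and sgZbtb1 the median with separate libraries was 0.02.

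The lower *Tcf7* in the libraries labelled sgZbtb1 might come from counting error at a few reads per library. An exact two-sided binomial test of the summed reads gave p = 0.0209, so counting error alone is an unlikely source, but the test leaves out the variation between replicates, which the permutation test (p = 0.2) includes.

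The paper discusses p53-mediated apoptosis in cells without Zbtb1. Of the 31 p53 target genes, 26 were in the fit. In the libraries labelled sgZbtb1, their median log2 fold change of 0.18 was at the percentile 99.5 of 10000 random lists matched on mean TPM, and in the direct comparison with sgCbfa2t3 it was 0.26, above all random lists. Of the 26, 17 rose, which does not set sgZbtb1 apart from sgLmo2 (18) and sgCbfa2t3 (16), and 2 had an adjusted p under 0.05 (limma, Benjamini-Hochberg): *Cdkn1a*, with a log2 fold change of 0.46 and an adjusted p of 0.000496, and *Bax*, with 0.85 and 0.000129. This is consistent with p53 activity after loss of Zbtb1, as a hypothesis that rests on a modest shift. A response to Cas9 cuts, which the luciferase sgRNA does not make, would raise the list in each of the 4 comparisons. The lowest of the percentiles was 10.6, in sgCbfa2t2, which speaks against a general response, although cutting was not measured and the printed sgCbfa2t2 #2 sequence has no exact site. The percentiles in sgLmo2 and sgCbfa2t3 were 96.4 and 87.4.

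*Hes1* was higher in the libraries labelled sgCbfa2t3 (log2 fold change 2.04, limma adjusted p = 0.144, Benjamini-Hochberg), and all 3 libraries were above all 3 sgControl libraries. A general rise of Notch-activated genes without Cbfa2t3 is a candidate explanation, since the median log2 fold change of the Fig. 3C genes in sgCbfa2t3, 0.16, was at the percentile 98.5 of matched random lists. The rise was not shared by all genes of the list, since 11 of 18 were higher and 7 lower in sgCbfa2t3. Of the 5 that passed with adjustment over the list, *Thy1*, *Bcl11b* and *Bcl11a* fell, and *Lyl1* and *Hes1* rose. The same list was at the percentile 94.7 in sgZbtb1, and the list includes *Hes1* itself. At a few reads per library, the value of *Hes1* remains uncertain.

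Genes with a Cbfa2t3 peak within 10 kb of their promoter were lower than matched random lists in the libraries labelled sgCbfa2t3 (median log2 fold change -0.03) and in those labelled sgZbtb1 (-0.09). In both sets of libraries, the mRNA of the targeted gene itself was higher than in sgControl.

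Peaks in satellite, rRNA or other RNA repeats numbered 27 in the Zbtb1 and 22 in the Cbfa2t3 list, with 7 and 2 among the 100 highest scores. Reads shared between repeat copies and pulled down with either antibody may explain them, since 66.7% of these Zbtb1 peaks overlapped a Cbfa2t3 peak, against 25.0% of the others. If the overlap of the lists came from promoters that any antibody recovers, promoter peaks would be shared more often. They were shared less often (13.3% against 30.2%), so this explanation is not borne out. If Zbtb1 brought Cbfa2t3 to TGGTGGT sites, Zbtb1 peaks with TGGTGGT would be shared more often, and they were shared less often (17.3% against 26.7%). However, the 930 peaks with TGGTGGT, 161 of them shared, include the 563 with TGGTGGTGG, 39 of them shared. That subset lowers the share, and the remaining TGGTGGT peaks were not tested separately. TGGTGGT was also more frequent in Cbfa2t3 windows than in the background (7.02% against 5.14%). The comparison therefore does not decide this question. Simple repeats of TGG are a candidate source of the motif, since 53.6% of the Zbtb1 peaks with TGGTGGTGG lie in an annotated simple repeat. Whether Zbtb1 binds such repeats or reads collect on them was not tested.

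Other peaks near the genes of the complex were a Zbtb1 peak at 103982878 to 103983248 on chromosome 2 near *Lmo2* (score 39.2) and a Zbtb1 peak upstream of *Cbfa2t3* (score 16.7), which overlaps the Cbfa2t3 peak at 122700574 to 122700952 on chromosome 8 (score 514.6).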
